# HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration

**DOI:** 10.1371/journal.pbio.1001717

**Published:** 2013-11-26

**Authors:** Michal Mielcarek, Christian Landles, Andreas Weiss, Amyaouch Bradaia, Tamara Seredenina, Linda Inuabasi, Georgina F. Osborne, Kristian Wadel, Chrystelle Touller, Rachel Butler, Janette Robertson, Sophie A. Franklin, Donna L. Smith, Larry Park, Paul A. Marks, Erich E. Wanker, Eric N. Olson, Ruth Luthi-Carter, Herman van der Putten, Vahri Beaumont, Gillian P. Bates

## Abstract

Histone deacetylase (HDAC) 4 is a transcriptional repressor that contains a glutamine-rich domain. We hypothesised that it may be involved in the molecular pathogenesis of Huntington's disease (HD), a protein-folding neurodegenerative disorder caused by an aggregation-prone polyglutamine expansion in the huntingtin protein. We found that HDAC4 associates with huntingtin in a polyglutamine-length-dependent manner and co-localises with cytoplasmic inclusions. We show that HDAC4 reduction delayed cytoplasmic aggregate formation, restored *Bdnf* transcript levels, and rescued neuronal and cortico-striatal synaptic function in HD mouse models. This was accompanied by an improvement in motor coordination, neurological phenotypes, and increased lifespan. Surprisingly, HDAC4 reduction had no effect on global transcriptional dysfunction and did not modulate nuclear huntingtin aggregation. Our results define a crucial role for the cytoplasmic aggregation process in the molecular pathology of HD. HDAC4 reduction presents a novel strategy for targeting huntingtin aggregation, which may be amenable to small-molecule therapeutics.

## Abstract 2

HDAC4 histone deacetylase is found to associate with huntingtin in a polyQ-length dependent manner. Reduction of HDAC4 levels in mouse models of Huntington's disease (HD) delays cytoplasmic aggregation in the brain and improves the molecular pathology of HD, providing a potential new therapeutic target.

## Author Summary

Huntington's disease (HD) is a late-onset neurodegenerative disorder caused by protein-folding defects in the huntingtin protein. Mutations in huntingtin can result in extra-long tracts of the amino acid glutamine, resulting in aberrant interactions with other proteins and also causing huntingtin proteins to self-associate and -aggregate. The pathology of HD is therefore associated with nuclear and cytoplasmic aggregates. HDAC4 is a histone deacetylase protein traditionally associated with roles in transcription repression. The HDAC4 protein contains a glutamine-rich domain and in this work we find that HDAC4 associates with huntingtin in a polyglutamine-length-dependent manner and that these proteins co-localise in cytoplasmic inclusions. Importantly, reducing HDAC4 levels delays cytoplasmic aggregate formation and rescues neuronal and cortico-striatal synaptic function in mouse models of HD. In addition, we observe improvements in motor coordination and neurological phenotypes, as well as increased lifespan in these mice. Nuclear huntingin aggregates or transcription regulation, however, remained unaffected when HDAC4 levels were reduced to enable these effects. Our results thus provide valuable insight into separating cytoplasmic and nuclear pathologies, and define a crucial role for cytoplasmic aggregations in HD progression. HDAC4 reduction presents a novel strategy for alleviating the toxicity of huntingtin protein aggregation, thereby influencing the molecular pathology of Huntington's disease. As there are currently no disease-modifying therapeutics available for Huntington's disease, we hope that this HDAC4-mediated regulation may be amenable to small-molecule therapeutics.

## Introduction

Huntington's disease (HD) is a progressive, inherited neurological disorder characterized by severe motor, cognitive, behavioural, and physiological dysfunction for which there is no effective disease-modifying treatment [1]. The disease is caused by the expansion of a CAG repeat to more than 35 CAGs within exon 1 of the *HTT* gene. At the molecular level, mutant huntingtin (HTT) containing an expanded polyQ stretch has a propensity to self-aggregate to produce a wide-range of oligomeric species and insoluble aggregates and exerts a gain of toxic function through aberrant protein–protein interactions [2]. Therefore, as with other neurodegenerative diseases such as Alzheimer's disease, Parkinson's disease, and the prion diseases, the polyglutamine (polyQ) disorders including HD are associated with the accumulation of misfolded proteins leading to neuronal dysfunction and cell death.

Transcriptional dysregulation is part of the complex molecular pathogenesis of HD, to which abnormal histone acetylation and chromatin remodelling may contribute [3]. The imbalance in histone acetylation was proposed to be caused by the inactivation of histone acetyltransferases, which led to the pursuit of histone deacetylases (HDACs) as HD therepeutic targets [4],[5]. There are 11 mammalian Zn^2+^-dependent HDACs divided into three groups based on structural and functional similarities: class I (HDACs: 1, 2, 3, 8), class IIa (HDACs: 4, 5, 7, 9), class IIb (HDACs: 6, 10), and HDAC11 as class IV [6]. Initial genetic and pharmacological studies performed in flies, worms, and HD mouse models have suggested that HDAC inhibitors may have a significant therapeutic potential [4],[5].

The preclinical evaluation of the HDAC inhibitor suberoylanilide hydroxamic acid (SAHA) demonstrated a dramatic improvement in the motor impairment that develops in the R6/2 HD mouse model [7]. Initially, SAHA was shown to inhibit class I and II HDACs at nanomolar concentrations, although it is predominantly a class I inhibitor [8]. More recently, SAHA was shown to lead to the degradation of HDACs 4 and 5 via RANBP2-mediated proteasome degradation in cancer cell lines [9]. Following on from this, we demonstrated that in addition to its deacetylase activity and the known effect on decreasing *Hdac7* mRNA levels [10], SAHA treatment results in a reduction in HDAC2 and HDAC4 in brain regions of both WT and R6/2 mice, without affecting their transcript levels *in vivo*. This was associated with a reduction in aggregate load and the restoration of cortical *Bdnf* transcript levels in R6/2 mice [11].

It is well-established that HDAC4 acts as a transcriptional repressor that shuttles between the nucleus and cytoplasm. Phosphorylated HDAC4 is retained in the cytoplasm through its association with 14-3-3 proteins [12]. The N-terminal region of HDAC4 contains a MEF2 binding site and represses the transcription of MEF2-dependent genes important in the regulation of neuronal cell death [13]. In this context, MEF2 can act as a neuronal survival factor, and its inhibition has been linked to the death of neurons in several cell culture systems [14]. Crystallization of the N-terminal domain of HDAC4 suggested that HDAC4 might have the propensity to self-aggregate through its glutamine-rich domains, consistent with cell-culture studies [15]. Interestingly, regions containing high glutamine content in proteins have been observed to facilitate interactions with other glutamine-rich proteins, leading to the spontaneous assembly of insoluble toxic amyloid-like structures in mammalian cells [16].

In this study, we identified a novel mechanism by which HDACs can modify HD pathogenesis *in vivo* and found that HDAC4 reduction delays the HTT aggregation process. We demonstrated that HDAC4 associates with mutant exon 1 and full-length HTT *in vivo* in a polyQ-length-dependent manner and co-localizes with cytoplasmic inclusions in the brains of HD mouse models. HDAC4 knock-down inhibited aggregate formation in both the R6/2 (N-terminal fragment) and *Hdh*Q150 (full-length knock-in) HD mouse models. This delay in aggregation occurred in the cytoplasm, consistent with the subcellular localisation of HDAC4 in mouse brain. We found no evidence for HDAC4 translocation to the nucleus during disease progression, and HDAC4 knock-down had no effect on HTT aggregation in the nucleus and no impact on global transcriptional dysregulation. HDAC4 reduction led to a marked restoration of the membrane properties of medium spiny neurons (MSNs) and of corticostriatal synaptic transmission. This was associated with an improvement in neurological phenotypes and extended survival. These data provide a clear demonstration that cytoplasmic pathogenic mechanisms contribute to HD-related neurodegenerative phenotypes and identify HDAC4 as a therapeutic target for HD.

## Results

### Molecular Characterisation of *Hdac4* Knock-Down in Mouse Models of HD

In order to investigate whether HDAC4 is involved in the molecular pathogenesis of HD, we used a genetic approach to reduce HDAC4 levels in both the R6/2 and *Hdh*Q150 knock-in HD mouse models. R6/2 mice are transgenic for a mutated N-terminal exon 1 HTT fragment [17]. The *Hdh*Q150 mice have an expanded CAG repeat knocked in to the mouse huntingtin gene (*Htt*) [18],[19], which is partially mis-spliced with the result that these mice express mutant versions of both an exon 1 HTT and a full-length HTT protein [20]. Because *Hdac4* knock-out (*Hdac*4KO) mice die in early postnatal life [21], the HD mutation could not be transferred onto an *Hdac4* null background. Therefore, we crossed males for each of the HD mouse models to *Hdac4*HET females (Figure 1A). Analysis of the progeny indicated that *Hdac4* mRNA levels were decreased to approximately 50% in both *Hdac4*HET and double-mutant mice in both crosses (Figure 1B).

**Figure 1:**
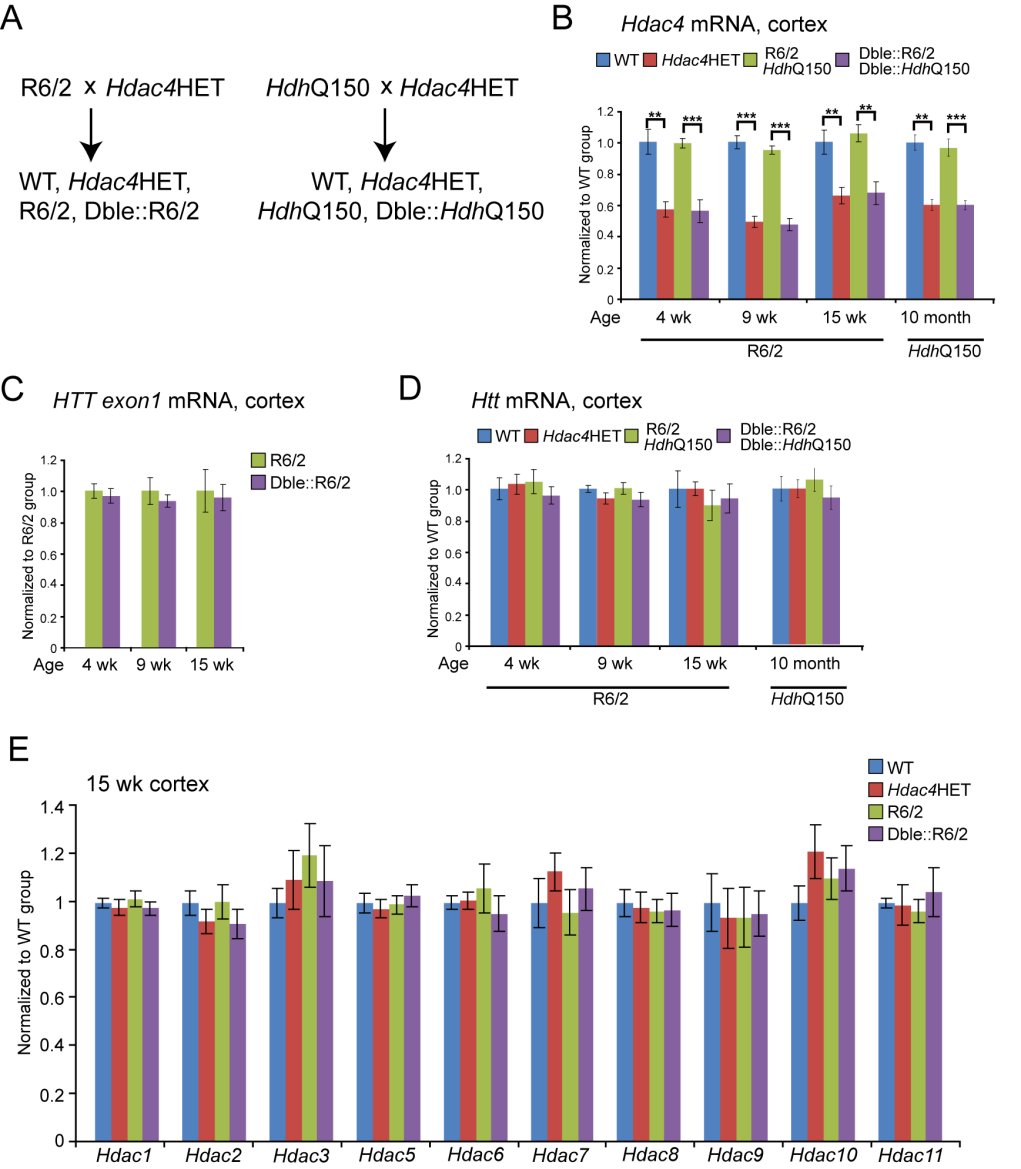
*Hdac4* reduction does not alter the expression levels of *HTT* exon 1, endogenous *Htt*, or other *Hdacs*. (A) Breeding scheme used to reduce *Hdac4* levels in both R6/2 and heterozygous *Hdh*Q150 mice. WT, wild type; *Hdac4*HET, *Hdac4*KO heterozygotes; Dble::R6/2, R6/2 mice heterozygous for *Hdac4*KO; Dble::*Hdh*Q150, *Hdh*Q150 mice heterozygous for *Hdac4*KO. (B) *Hdac*4 transcript levels were decreased in *Hdac*4HET, Dble::R6/2, and Dble::*Hdh*Q150 mice as measured by Taqman qPCR. (C) Taqman qPCR showed that *HTT* exon 1 transgene levels did not differ between R6/2 and Dble::R6/2 mice. (D) Taqman qPCR showed that the expression of endogenous *Htt* was equivalent between WT and *Hdac4*HETs and did not change when *Hdac4* was knocked down in R6/2 or *Hdh*Q150 mice. (E) The transcript levels of other *Hdacs* were equivalent to WT levels in *Hdac*4HET, R6/2, and Dble::R6/2 mice as determined by Taqman qPCR. All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes: *Atp5b*, *Canx*, and *Rpl13a*. Error bars are SEM using Student's *t* test (*n* = 8). **p<0.01; ***p<0.001.

Since HDAC4 functions as a transcriptional corepressor [22], it was important to check whether *Hdac4* knock-down regulated the expression of the R6/2 transgene, as this would be expected to modulate the onset and progression of disease in R6/2 mice. Therefore, we used Taqman qPCR to demonstrate that exon 1 *HTT* mRNA was not altered in the cortex (Figure 1C), cerebellum, nor striatum (Figure S1A) of Dble::R6/2 mice. Similarly, we showed that endogenous *Htt* levels were unchanged as a consequence of HDAC4 reduction in both R6/2 and *Hdh*Q150 mice (Figures 1D and S1B). In addition, given that CAG repeat length is linked to aggregation kinetics and disease progression, we ensured that the CAG repeats were maintained at comparable levels throughout the course of this study (Table S1).

Alteration of HDAC4 levels has been shown to modulate *Hdac9* in muscle cells [23] and *Hdac5* in primary mouse hepatocytes [24]. Therefore, we used Taqman qPCR to show that *Hdac4* knock-down did not affect the levels of the other 10 *Hdacs* in brain regions of mice that did or did not express the HD mutation (Figures 1E and S1C and S1D).

### HDAC4 Knock-Down Reduces Aggregate Load and Increases Levels of Soluble HTT in Mouse Models of HD

Bioinformatic predictions of HDAC4 structure suggested that HDAC4 has an N-terminal coil–coil domain within which it possesses short polyQ tracts that might convey an increased propensity for amyloid formation [15] as was confirmed in cultured cells [13]. Hence, we hypothesized that HDAC4 might exhibit pro-aggregation properties in HD mouse models. In order to investigate the molecular consequences of HDAC4 knock-down in HD mice, we employed the Seprion ligand ELISA to quantify aggregate load [25] and time-resolved Förster resonance energy transfer (TR-FRET) to measure soluble mutant HTT levels [26]. TR-FRET detects a FRET signal between two appropriately labelled antibodies. In this case, 2B7 (epitope: 1–17 amino acids of HTT) is paired with MW1 (epitope: polyQ in nonaggregated HTT).

In R6/2 mice, the level of soluble exon 1 HTT decreases with disease progression as a consequence of its aggregation. The Seprion ELISA revealed that HDAC4 knock-down reduced the aggregate load in the cortex (Figure 2A), brain stem, hippocampus, and cerebellum (Figure S2A) of Dble::R6/2 mice at 4 and 9 wk but that this effect had diminished by 15 wk of age. Accordingly, TR-FRET demonstrated that reduced HDAC4 levels led to an increase in soluble exon 1 HTT in the cortex (Figure 2B), brain stem, hippocampus, and cerebellum (Figure S2B) of Dble::R6/2 mice at 4 and 9 but not at 15 wk of age. This shift in the ratio between soluble and aggregated exon 1 HTT levels can be visualised on the western blots in Figure 2D. We performed Seprion ELISA to determine whether similar results could be obtained in the *Hdh*Q150 knock-in mice. A significant reduction in the aggregate load was observed in the striatum, cortex and cerebellum of Dble::*Hdh*Q150 mice at 6 and 10 mo of age (Figure 2C). Taken together, these data show that HDAC4 knock-down significantly reduced aggregate load and increased levels of soluble mutant HTT in HD mouse models, reflecting a delay in the aggregation process.

**Figure 2:**
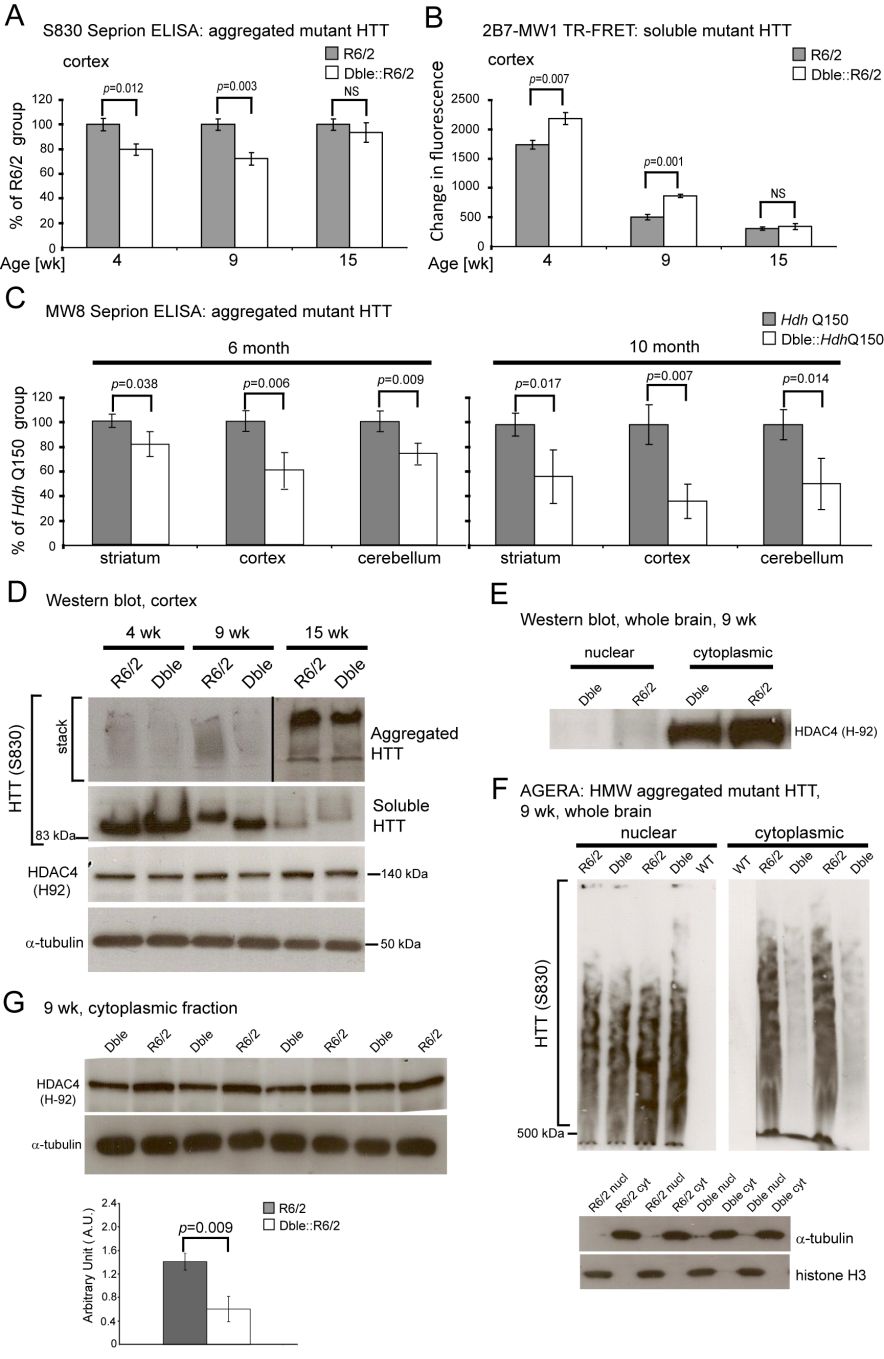
HDAC4 knock-down delays aggregate formation in R6/2 and *Hdh*Q150 mouse models of HD. (A) Seprion ligand ELISA was used to quantify aggregate load in the cortex of R6/2 and Dble::R6/2 mice at 4, 9, and 15 wk of age. Values for the Dble::R6/2 mice were plotted as a percentage of R6/2 aggregate load (*n* = 6). (B) TR-FRET was used to determine the levels of soluble exon 1 HTT in the cortex of R6/2 and Dble::R6/2 mice at 4, 9, and 15 wk of age (*n* = 6). (C) Seprion ligand ELISA was used to quantify aggregate load in the striatum, cortex, and cerebellum of *Hdh*Q150 and Dble::*Hdh*Q150 mice at 6 and 10 mo of age. Values for the Dble::*Hdh*Q150 mice were plotted as a percentage of aggregate load of *Hdh*Q150 mice (*n*≥7). (D) Representative S830 immunoblot of cortical lysates showing the difference in soluble and aggregated exon 1 HTT between R6/2 and Dble::R6/2 (Dble) mice and how this change occurs with age. (E) Comparison of HDAC4 levels in the nuclear and cytoplasmic fractions of R6/2 and Dble::R6/2 (Dble) brains by western blot. The purity of the fractions is shown in Figure S2D. (F) Western blot of detergent-insoluble high molecular weight (HMW) aggregates isolated from the nuclear and cytoplasmic fractions of R6/2 and Dble::R6/2 (Dble) brains, resolved by agarose gel electrophoresis (AGERA), and immunodetected with the S830 antibody (representative of three experiments) (*n* = 8). The purity of the fractions is shown by western blotting with α-tubulin and histone H3. (G) Western blot of HDAC4 in the cytoplasmic fraction of R6/2 and Dble::R6/2 (Dble) brains at 9 wk of age. HDAC4 levels were measured by densitometry and calculated relative to α-tubulin. Error bars are SEM. *p* values were calculated using Student's *t* test.

We used *Hdac4*KO P3 brain tissue to confirm that the commercially available antibodies Sigma (DM-15), Santa Cruz (H-92), and Cell Signalling (CS2072) detected an HDAC4 specific signal (Figure S2C and unpublished data). On western blotting of nuclear and cytoplasmic fractions of mouse brain, we found that only trace amounts of HDAC4 could be detected in the nuclear fraction (Figure 2E). Therefore, to investigate whether the reduction in aggregation occurred in the cytoplasm, as would be consistent with the presence of HDAC4, we perfomed cellular fractionation on 4 wk and 9 wk brain tissue. We then resolved detergent insoluble high-molecular weight aggregates from the nuclear and cytoplasmic lysates by agarose gel electrophoresis (AGERA), prepared western blots, and performed immunodetection with the S830 antibody (epitope: exon 1 HTT). We found that HDAC4 knock-down reduced the aggregate load in the cytoplasm but not in the nucleus of Dble::R6/2 mice at both 4 (Figure S2D) and 9 (Figure 2F) wk of age. Consistent with this, we found that the cytoplasmic steady-state levels of HDAC4 were significantly reduced in Dble::R6/2 mice as compared to R6/2 at both 4 (Figure S2E) and 9 (Figure 2G) wk of age. The purity of the cellular fractions was validated by immunoblotting with α-tubulin and histone H3 antibodies (Figures 2F and S2D).

### The Decrease in Aggregate Load Is Not a Consequence of Strain Background

The R6/2 colony was maintained by backrossing to (CBA/Ca×C57BL/6J)F1 mice and the *Hdac4* knock-out mice had been bred to the same F1 background for more than six generations. We know from having bred R6/2 mice for 99 generations and from multiple experiments that the differential segregation of CBA/Ca and C57BL/6J alleles has no effect on HD-related phenotypes in R6/2 mice [10],[27]–[33]. However, the *Hdac4* null allele had been created on a 129S mouse strain background, and it is inevitable that even after backcrossing to (CBA/Ca×C57BL/6J)F1 mice for multiple generations, the *Hdac4* null allele would be retained in a genomic region of 129S DNA that had not been removed by recombination. Therefore, it was possible that the observed effects might be due to genetic variation in the 129S *Hdac4*-linked haplotype rather than through a reduction in HDAC4. To rule out this scenario, we identified an *Hdac4*-linked single nucleotide polymorphism (SNP) that was polymorphic between 129S and both the C57BL/6J and CBA/Ca strain backgrounds. We crossed R6/2 mice to (129S×C57BL/6J)F1s and identified R6/2 progeny that either did not carry or were heterozygous for the 129S SNP (*n* = 7/genotype). The heterozygous mice contained the 129S haplotype with a wild-type *Hdac4* allele. Seprion ELISA on 9-wk-old cortex showed that the 129S *Hdac4*-linked haplotype did not modify aggregate load in R6/2 mice (Figure S2F), confirming the role for HDAC4 in aggregate reduction.

### HDAC4 Associates with Mutant HTT and Colocalizes with Cytoplasmic Inclusions

To further understand the nature of the reduction in aggregate load by HDAC4 knock-down, we reasoned that HDAC4 might associate with HTT. Hence, we employed an *in vitro* GST pull-down assay and found that HDAC4 interacted specifically with exon 1 HTT containing a 53 polyQ tract but not with its 20 polyQ counterpart (Figure 3A). To determine whether HDAC4 associates with endogenous HTT, we immunoprecipitated HTT (2B7, epitope 1–17) or HDAC4 (DM-15) from brain lysates of 8-wk-old WT (7Q), *Hdh*Q150 heterozygous, and *Hdh*Q150 homozygous mice and immunoblotted with the MW1 (soluble mutant HTT), MAB2166 (soluble wild type and mutant HTT), and H-92 (HDAC4) antibodies. We found that mutant but not wild-type HTT co-immunoprecipitated with HDAC4 (Figure 3B). To investigate the effect of polyQ length on this interaction, we repeated the experiment with lysates from 8-wk-old heterozygous knock-in mice carrying polyQ tracts of 20 (*Hdh*Q20) or 80 (*Hdh*Q80). We found that HDAC4 could immunoprecipitate HTT containing 80 but not 20 glutamines (Figure 3C), consistent with the *in vitro* pull-down data. The sequence of HDAC4 is very similar to the class IIa member HDAC5. Therefore, to investigate the specificity of these interactions, we repeated the *in vitro* and *in vivo* immunprecipitations with an antibody specific to HDAC5. Although there was a weak interaction between exon 1 HTT and HDAC5 by *in vitro* pull-down (Figure 3A), this was not specific to mutant HTT, as was the case for HDAC4, and HDAC5 failed to immunoprecipitate HTT from brain lysates (Figure 3D).

**Figure 3:**
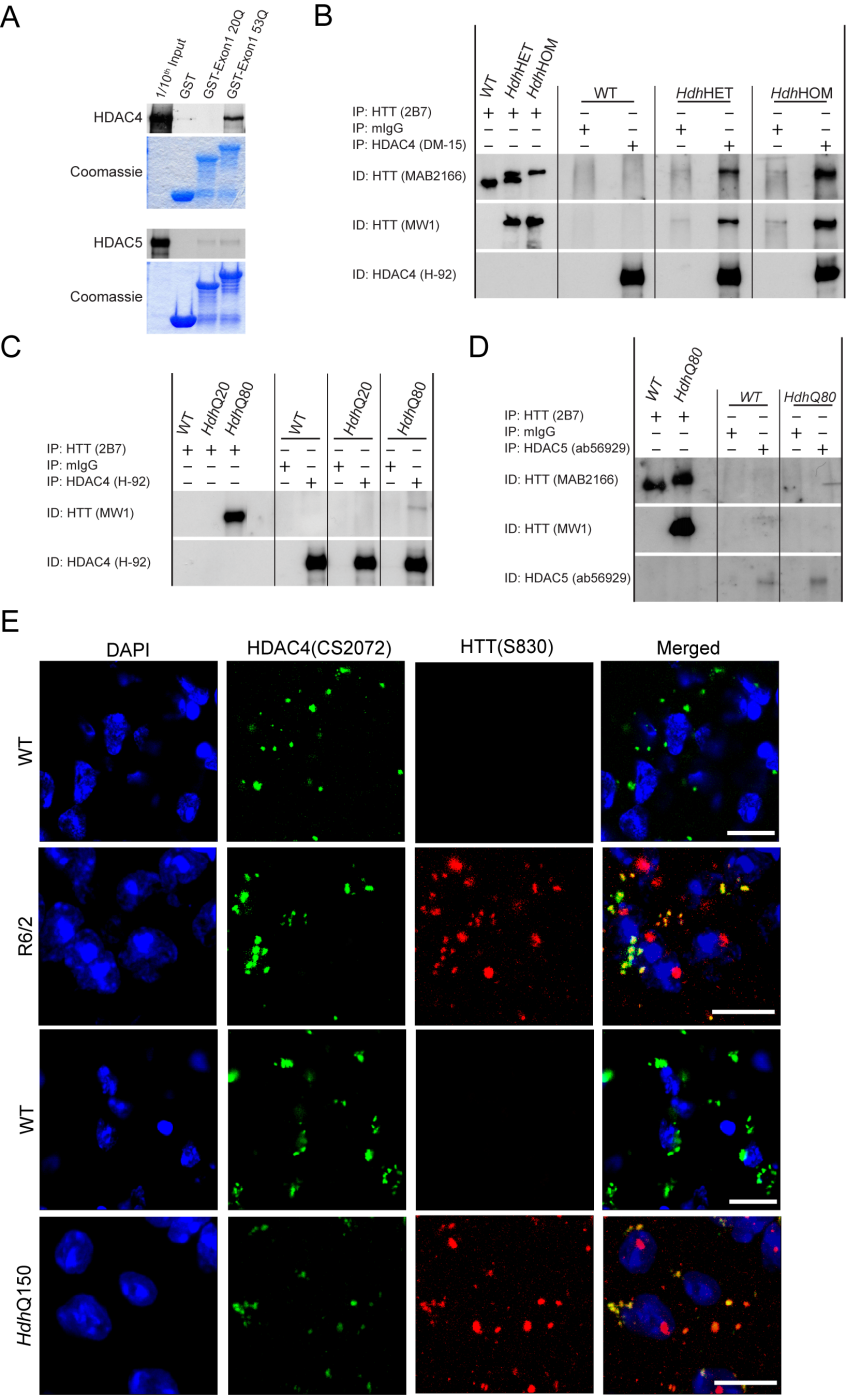
HDAC4 interacts with mutant huntingtin *in vitro* and *in vivo* and colocalizes with cytoplasmic inclusions. (A) GST pull-down assays revealed that HDAC4 interacts with mutant (53Q) but not WT (20Q) exon 1 HTT. In contrast HDAC5 weakly interacts with both mutant and WT exon 1 HTT. The coomassie stained gel shows the exon 1 HTT GST fusion proteins that were used to pull-down ^35^S-methioine labelled recombinant HDAC4 or HDAC5. (B) Western blot probed for HTT (MAB2166 or MW1) after immunoprecipitation with HDAC4 (DM-15) from brain tissue from 8-wk-old WT and *Hdh*Q150 heterozygous and homozygous mice (representative picture of three independent experiments). (C) Western blot probed for mutant HTT (MW1) after immunoprecipitation with HDAC4 (H-92) from brain tissue from 8-wk-old WT, *Hdh*Q20, and *Hdh*Q80 homozygous mice. (D) Western blot probed for mutant HTT (MAB2166 or MW1) after immunoprecipitation with HDAC5 (ab56929) from brain tissue from 8-wk-old WT and *Hdh*Q80 homozygous mice. (E) Representative immunofluorescence images of cortex from 14-wk-old R6/2 and 23-mo-old *Hdh*Q150 mice immunostained for mutant HTT (S830) and HDAC4 (CS2072) and counterstained with DAPI. A similar pattern of cytoplasmic co-localisation was also seen in the striatum and hippocampus. Scale bar, 15 µm. IP, immunoprecipitation; ID, immunodetection.

To further explore this association between HDAC4 and mutant HTT, we performed immunohistochemistry to determine whether HDAC4 co-localized with nuclear and/or cytoplasmic inclusions. For this purpose, we validated a number of commercially available antibodies and found CS2072 to be specific for HDAC4 by fluorescent immunolabelling as it gave no signal on HDAC4KO P3 brain sections (Figure S3A). Consistent with our western blot results, HDAC4 was localised to the cytoplasm appearing as a punctate pattern in adult brains (Figures 3E and S3B and S3C). This cytoplasmic localisation of HDAC4 is supported by its co-localisation with the synaptic markers synaptophysin and PSD95 (Figure S3C). Confocal microscopy showed that the S830 HTT antibody detects huntingtin aggregates in R6/2 and *Hdh*Q150 brains and that HDAC4 co-localised with some but not all cytoplasmic inclusions (Figures 3E and S3B) in both cases. Taken together, our data indicate that HDAC4 associates with soluble mutant HTT *in vivo* and co-localizes with cytoplasmic inclusions in all brain regions studied.

### HDAC4 Reduction Does Not Rescue Global Transcription Dysregulation

Transcriptional dysregulation is a well-documented molecular characteristic of HD pathogenesis. A comparative study of the striatal transcription profiles of seven mouse models and HD *post mortem* brains showed that the dysregulated signature in R6/2 and *Hdh*Q150 models was highy comparable and in both cases more closely replicated that observed in human HD tissue than that of the other mouse models [34]. HDAC inhibitors were initially pursued as a therapy for HD because of their potential for reversing these transcriptional changes. Therefore, we performed Affymetrix microarray profiling of 9- and 15-wk cortex for WT, *Hdac4*Het, R6/2, and Dble::R6/2 mice to assess whether HDAC4 knock-down might rescue the global transcriptional dysregulation that occurs in R6/2 mice. 

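The arrays analysed here came from the cortex of 37 mice at 9 wk of age, 1 array per mouse, with 9 WT, 9 Hdac4HET, 9 R6/2 and 10 Dble::R6/2 mice. R6/2 mice carry a transgene of mutant huntingtin, Hdac4HET mice carry 1 null allele of Hdac4, and Dble::R6/2 mice carry both. The arrays of the older mice were not analysed here. The paper's methods give 8 WT, 8 Hdac4HET, 9 R6/2 and 9 Dble mice and leave out arrays of low quality. The paper's text does not name the arrays left out, so all 37 were used. The authors deposited 1 log2 value per probe set and array, and how the probes were summarised and normalized is not given in the sources used here. Array medians lay between 6.16 and 6.21 on the log2 scale, and arrays of 1 genotype correlated at 0.993 to 0.998, with no identical pair. All 4 genotypes were compared in 1 limma model over 45037 probe sets, and a probe set was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 with a change of more than 1.3-fold, the thresholds given with Figure 4A. The number of mice limits the precision of each value. Hdac4 itself followed the genotype on every array. The brightest Hdac4 probe set had a log2 level of 8.48 ± 0.1 (SD, n = 9) in WT and 8.43 ± 0.09 (n = 9) in R6/2 cortex. It had a level of 7.92 ± 0.07 (n = 9) in Hdac4HET and 7.79 ± 0.09 (n = 10) in Dble::R6/2 cortex, and the highest Hdac4 level with the null allele, 8.02, lay below the lowest level without it, 8.28. Whether these probes lie within the part of Hdac4 that the null allele lacks is not given in the sources used here. Levels of Xist and of Y-linked genes went against the labelled sex on 6 arrays, which were WT replicate 9, Hdac4HET replicates 1, 5 and 9 and Dble::R6/2 replicates 1 and 9. Hdac4HET replicates 5 and 9 carried both, with Xist at 11.21 and 11.67 and Y-linked genes at a mean of 6.56 and 5.89. On 7 arrays, the mean of 28 markers of the olfactory bulb, which lies in front of the cortex, was above that of every WT array. These were Hdac4HET replicates 1, 4, 5, 6, 7 and 9 and Dble::R6/2 replicate 10.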

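R6/2 cortex at 9 wk had lower levels of many neuronal signalling genes than WT cortex. Of 17 measured genes that are enriched in the striatum and include cortical signalling genes, 12 were lower and none was higher, with each gene of a list counted by its brightest probe set. Scn4b, a β subunit of sodium channels, had a log2 change of −1.64 (standard error 0.11, adjusted p = 9.07e-15 from limma, n = 9 mice per genotype), and Penk, which encodes the precursor of enkephalins, had a log2 change of −1.45 (standard error 0.14, adjusted p = 3.97e-11). Pdyn, the precursor of dynorphins, was at −0.94 (standard error 0.07) and Arpp21 at −0.72 (standard error 0.04). Of 20 neuropeptide and interneuron genes, 10 were lower, with Crh at −1.31 (standard error 0.1), Vip at −1.14 (standard error 0.09), Sst at −1.02 (standard error 0.05) and Npy at −0.89 (standard error 0.06). Of 30 immediate early and activity-induced genes, 22 were lower, among them Ptgs2 at −1.07 (standard error 0.14), Nptx2 at −1.01 (standard error 0.09) and Inhba at −0.62 (standard error 0.08). Of 20 genes listed for G protein and cAMP signalling, 10 were lower. They included Itpka, a kinase of dendritic spines, at −1.01 (standard error 0.05) and Wfs1 at −0.94 (standard error 0.07). Rgs14 at −0.56 (standard error 0.04) and Prkcb at −0.4 (standard error 0.03) were also among them. Of 31 voltage-gated potassium and sodium channel genes, 5 were lower, with Kcnip2 at −0.86 (standard error 0.06) and Kcnh3 at −0.77 (standard error 0.05). Of 20 layer markers of excitatory cortical neurons, 6 were lower, with Lamp5 at −1.13 (standard error 0.08) and Ccn2 at −0.82 (standard error 0.05). Of 20 genes of cholesterol synthesis, 8 were lower, including the enzymes Fdft1 at −0.51, Hmgcs1 at −0.49 and Idi1 at −0.47 (standard errors 0.04, 0.04 and 0.06). None of the genes in these lists was higher, and limma's camera test placed each list below the other genes (adjusted p from 7.17e-13 for the neuropeptides to 9.94e-06 for the layer markers). The striatal list had an adjusted p = 0.0797 with an estimated correlation and the immediate early list an adjusted p = 0.153 with an estimated correlation. The other lists kept adjusted p values of 0.000355 (neuropeptides and G protein signalling), 0.00212 (layer markers), 0.0142 (channels) and 0.0484 (cholesterol synthesis) with an estimated correlation. Of 15 MEF2 factors and neuronal MEF2 targets, 4 were lower, among them Arc at −1.11 (standard error 0.32), and of 19 neuronal genes repressed by REST, 2 were lower, Npas4 at −1.1 (standard error 0.31) and Bdnf. For these 2 lists the camera test gave adjusted p = 0.0217 and 0.0412, and adjusted p = 0.191 for each with an estimated correlation. The mean of the olfactory bulb markers was 6.53 to 6.91 on R6/2 arrays and 6.62 to 7.04 on WT arrays. Of the 14 bulb markers not picked from the calls in Hdac4HET against WT cortex, 4 were lower in R6/2 cortex and none was higher. Their mean change was −0.25. Whether less bulb RNA in the R6/2 samples adds to the falls was not tested.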

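Other genes were higher in R6/2 than in WT cortex. With each gene taken by its brightest probe set, Rgs13, a regulator of G protein signalling, had the largest rise, a log2 change of 2.21 (standard error 0.13, adjusted p = 7.41e-17 from limma). The transcription factors Onecut2, Pou4f1 and Twist1 were at 1.67 (standard error 0.08), 1.63 (standard error 0.15) and 1.24 (standard error 0.15), and Sfmbt2, a polycomb group gene, at 1.38 (standard error 0.08). Of 20 genes of interferon and inflammatory response, 4 were higher, Ifit1 at 0.98 (standard error 0.17), Ifit3 at 0.61 (standard error 0.12), Irf9 at 0.49 and Irf7 at 0.45 (adjusted p = 0.0384 for the list from camera, and adjusted p = 0.227 with an estimated correlation). Of 20 histone genes and polycomb-silenced regulators, 2 were higher, Hoxb5 at 0.61 or more, from a level of 3.13 among the lowest 5% of all probe sets, and H1f2 at 0.42 (adjusted p = 0.151). No member of the ubiquitin and proteasome list passed both thresholds, but 25 of 28 were higher at any size when adjusted over the list alone, with a mean of 0.14 (adjusted p = 1.24e-09 from camera, and adjusted p = 0.0239 with an estimated correlation). The means were 0.12 for 23 chaperones, 0.06 for 37 genes of the mitochondrial respiratory chain and 0.05 for 26 ribosomal proteins, none of which passed both thresholds. These lists had adjusted p = 5.95e-06, 7.33e-05 and 0.0103 from camera, and adjusted p = 0.0698, 0.194 and 0.295 with an estimated correlation. Among the largest falls outside the lists of neuronal genes were the muscle genes Myh7 at −1.83 (standard error 0.16), Myl4 at −1.56, Ryr1 at −1.38 and Tnnc1 at −1.37. Abi3bp at −1.62, Fst at −1.55 and Ddit4l at −1.54 were also among them. Muscle genes were not tested as a list. No astrocyte marker passed both thresholds, but 16 of 19 were lower at any size when adjusted over the list alone, such as Aldh1l1 and Ndrg2 at −0.35 (standard error 0.04 each), and the list mean was −0.24 (adjusted p = 3.41e-09 from camera, and adjusted p = 0.00176 with an estimated correlation). Of 16 oligodendrocyte markers, 3 were lower (Tspan2 at −0.53, Mal at −0.48 and Mobp at −0.39), and of 9 oligodendrocyte precursor markers 1 was lower, Gpr17 at −0.48. Their lists had adjusted p = 0.00682 and 0.037 from camera, and adjusted p = 0.443 and 0.191 with an estimated correlation. Of 19 microglia markers 1 was lower, Cd68 at −0.39, none of 19 endothelial and pericyte markers passed both thresholds, and of 15 genes of choroid plexus, meninges and blood 1 was higher, Ogn at 0.47 (adjusted p = 0.178, 0.51 and 0.714 for the lists). For the lists of both groups, the counts past both thresholds were equal when adjusted over the list alone, except for 11 lower neuropeptide genes. In all, 2737 probe sets differed between R6/2 and WT cortex, 1374 higher and 1363 lower, from 1018 and 868 genes.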

As expected the cortical expression profile was profoundly changed between WT and R6/2 mice by 9 wk of age and was further dysregulated at 15 wk (Figure 4A). However, comparison of the R6/2 and Dble::R6/2 profiles indicated that only a very small number of probe sets were predicted to be differentially expressed at statistically significant levels (Figure 4A). This suggested that reduction in HDAC4 had not served to rescue transcriptional dyregulation. 

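Hdac4 was lower in Dble::R6/2 than in R6/2 cortex at 9 wk, with a log2 change of −0.63 (standard error 0.04, adjusted p = 4.37e-14 from limma, n = 10 and 9 mice). Pam, which amidates neuropeptides and lies within 10 Mb of Hdac4, was higher, with a log2 change of 0.73 (standard error 0.04, adjusted p = 2.88e-15). Also higher were the sperm gene Prm1, by at least 1.83 and 1.62 on 2 of its 3 probe sets (adjusted p = 7.5e-18 each), H2-D1, a histocompatibility gene, on 1 of its 9 probe sets, by 2.05 (standard error 0.56, adjusted p = 0.0457), and a probe set without a gene symbol, by 1.38. The 2 Prm1 probe sets lay at 2.83 and 2.93 in R6/2 cortex, among the lowest 5% of all probe sets, where no signal above background is shown, so their rises are lower bounds. The raised H2-D1 probe set was low, at 7.24 or less, on 5 of 9 R6/2 arrays and on none of 10 Dble::R6/2 arrays, and the other 8 did not pass both thresholds and lay between −1.87 (standard error 0.81, adjusted p = 0.217) and 1.59 (standard error 0.47, adjusted p = 0.0612). Abi3bp, a protein of the extracellular matrix, had fallen by 1.62 on the log2 scale (standard error 0.14) in R6/2 against WT cortex and was higher in Dble::R6/2 than in R6/2 cortex by 0.57 (standard error 0.14, adjusted p = 0.0272). Enpp5, whose level followed that of this H2-D1 probe set across the arrays, was higher by 0.58 (standard error 0.15, adjusted p = 0.0329), and Rian, a noncoding RNA, by 0.44 (standard error 0.12, adjusted p = 0.0459). On their brightest probe set, the transcription factors Zeb2, Prox1 and Klf7 were lower, at −0.52 (standard error 0.14), −0.49 (standard error 0.11) and −0.43 (standard error 0.1). Their brightest other probe sets were at −0.07, −0.26 and 0.03 (adjusted p = 0.564, 0.0808 and 0.67). B3galt1 was at −0.61 (standard error 0.16), Gprin3 at −0.46 (standard error 0.12) and Ampd2, an AMP deaminase, at −0.45 (standard error 0.08, adjusted p = 0.00249). For these, the brightest other probe sets were at −0.21, −0.15 and 0.08 (adjusted p = 0.176, 0.457 and 0.455). At an adjusted p under 0.05 and any size of change, 895 probe sets differed, 510 higher and 385 lower in Dble::R6/2 cortex. The balance toward lower levels was thus limited to the larger changes. Past both thresholds, 121 probe sets differed, 10 higher and 111 lower in Dble::R6/2 cortex, from 7 and 72 genes. For 71 genes with a lower probe set and another probe set, the brightest lower one had a median level of 7.08 and a median change of −0.44, and the brightest of all the others a median level of 9.99 and a median change of −0.04. For 3 of these genes, Hdac4, Lrp1b and Malat1, this other probe set was also lower past both thresholds. The methods' t-test left 15 of these probe sets, 3 higher and 12 lower, with Hdac4, Prm1, Pam and Ampd2 among them. The limma count lay between 31 without R6/2 replicate 3 and 218 without Dble::R6/2 replicate 2, and was 27 without the arrays with raised olfactory bulb markers and 24 without those whose sex-linked genes go against the label.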

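Genes that changed in R6/2 cortex also changed between Dble::R6/2 and Hdac4HET cortex, a comparison that shares no array with R6/2 against WT. Scn4b was lower in Dble::R6/2 than in Hdac4HET cortex by a log2 change of −1.87 (standard error 0.11, adjusted p = 1.18e-16 from limma, n = 10 and 9 mice), Penk by −1.71 (standard error 0.13) and Egr2, an immediate early transcription factor, by −1.94 (standard error 0.39). Rgs13 was higher by 2.17 (standard error 0.12), Pou4f1 by 1.57 (standard error 0.15) and Onecut2 by 1.36 (standard error 0.08). Of the striatal list 15 of 17 genes were lower, of the immediate early list 24 of 30, of the neuropeptide list 9 of 20 and of the MEF2 list 7 of 15, and none was higher (15, 25, 9 and 7 when adjusted over the list alone). The mean change of the striatal list was −0.7 in R6/2 against WT and 0.29 in Hdac4HET against WT cortex. Its mean of −0.97 in Dble::R6/2 against Hdac4HET cortex may thus come in part from raised levels on the Hdac4HET arrays. By camera, 15 of 30 lists were lower and 6 higher in this comparison, 9 of them also with an estimated correlation. With it, the striatal and neuropeptide lists had adjusted p = 0.0153 and 0.00034, and the immediate early and MEF2 lists missed the threshold, with adjusted p = 0.0797 and 0.0712. Against R6/2, in contrast, 1 of 30 lists differed in Dble::R6/2 cortex, that of the mitochondrial respiratory chain, with a mean of 0.04 and no member past both thresholds (adjusted p = 2.54e-07, and adjusted p = 0.974 with an estimated correlation). At an adjusted p under 0.05 and any size of change, 16562 probe sets differed between Dble::R6/2 and Hdac4HET cortex, 9537 higher and 7025 lower. Past both thresholds the balance was the opposite, with 3196 probe sets, 911 higher and 2285 lower. The olfactory bulb genes S100a5 at −2.09 (standard error 0.48) and Doc2g at −1.77 (standard error 0.3) were among the falls. Without the arrays with raised olfactory bulb markers, which leaves 3 Hdac4HET and 9 Dble::R6/2 arrays, the counts were 1228 higher and 2004 lower. Of the 2737 probe sets changed in R6/2 cortex, 1637 (59.8%) changed the same way here, 2 changed the opposite way and 2682 (98%) had the same sign. The 1637 were 601 higher and 1036 lower probe sets, where independent lists would share 27.8 and 69.2. The share of the R6/2 change that was retained with reduced Hdac4 was estimated on probe sets chosen on other WT and R6/2 arrays than those measured, as the mean Dble::R6/2 minus Hdac4HET change over the mean R6/2 minus WT change. It was 95.1% (jackknife standard error 6.7), with a range of 81.8% to 108.5% at 2 standard errors. From the few differences between the R6/2 and Dble::R6/2 profiles, the paper proposes that the reduction of HDAC4 did not rescue the transcriptional changes.

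**Figure D1:**
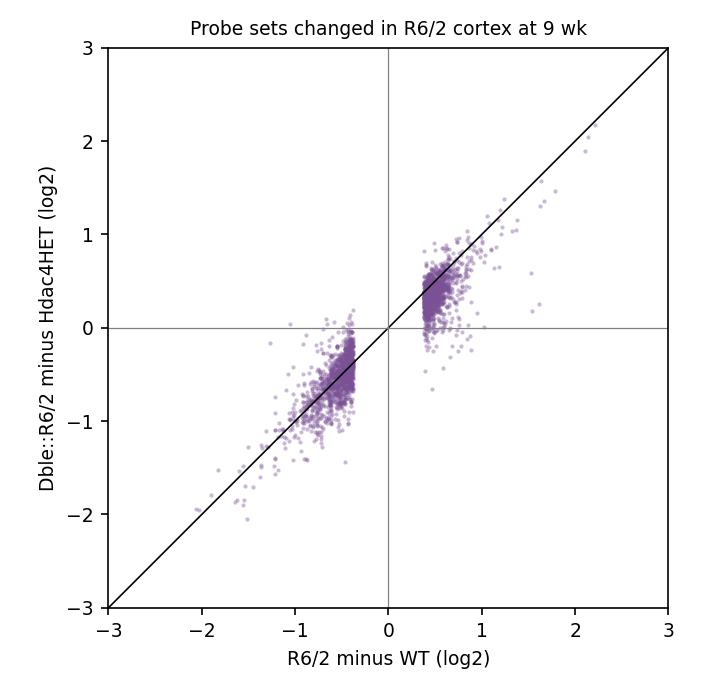
Log2 change of Dble::R6/2 against Hdac4HET cortex (y axis) by log2 change of R6/2 against WT cortex (x axis) at 9 wk, 1 point for each of the 2737 probe sets changed in R6/2 cortex, with the line of equal change. Of these points, 2682 lie in the quadrants of equal sign.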

We used Taqman qPCR to validate the predicted changes in gene expression between R6/2 and Dble::R6/2 cortex. We were only able to detect statistically different expression levels of small effect size for *Secis* and *Casc4*, and in both cases this was in the opposite direction of that predicted by the arrays (Figure 4B).

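Of the 12 genes tested by Taqman qPCR, 11 were analysed here, with 35 probe sets. In Dble::R6/2 against R6/2 cortex, 12 probe sets of 8 of these genes were lower, 1 was higher and 22 did not pass both thresholds. Secis (Secisbp2l) was lower on 1 of 2 probe sets, with a log2 change of −0.53 (standard error 0.12, adjusted p = 0.0194 from limma) and a level of 8.41 ± 0.38 (SD, n = 10) in Dble::R6/2 and 8.94 ± 0.2 (n = 9) in R6/2 cortex. Its brighter probe set had a log2 change of −0.19 (standard error 0.06, adjusted p = 0.0672). Casc4, whose current symbol is Golm2, was lower on 1 of 2 probe sets by a log2 change of −0.64 (standard error 0.14, adjusted p = 0.0169), at a level of 5.45 ± 0.35 (SD, n = 10) against 6.08 ± 0.27 (n = 9). Its brighter probe set, with levels of 11.14 and 11.16, differed by −0.02 (standard error 0.05, adjusted p = 0.891). Cd2ap and Nedd4 were lower on 1 of 3 probe sets and Peli1 on 2 of 5, the largest falls being −0.75, −0.51 and −0.61 (adjusted p = 0.013, 0.0212 and 0.00769), while their brightest probe sets were at 0.07, −0.02 and −0.02 (adjusted p = 0.648, 0.672 and 0.892). Zc3h15 was lower on 1 of 4 probe sets, by −0.83 (standard error 0.19, adjusted p = 0.0212), and its brightest was at −0.23 (standard error 0.07, adjusted p = 0.0808). Lrp1b was lower on 2 of 3 probe sets, by −0.96 (standard error 0.24) and −0.42 (standard error 0.1). Malat1, a nuclear noncoding RNA, was lower on 3 of 7 probe sets, by −0.48, −0.41 and −0.5 (standard errors 0.11, 0.09 and 0.11), with the other 4 at −0.29 to 0. In R6/2 against WT cortex all 7 had an adjusted p under 0.05, with the 3 at −0.7, −0.55 and −0.78 and the other 4 at −0.95, −0.87, −0.75 and −0.33, the last of them under 1.3-fold. Ro60 (Trove) and Cyp39a1 did not pass both thresholds in this comparison, with Cyp39a1 at 0.55 (standard error 0.17, adjusted p = 0.0725). Counted by the brightest probe set of each gene, 2 genes were lower and 1 higher, and 2 lower and 2 higher when adjusted over the list alone. The study chose this list from its arrays, so these counts are not independent evidence of its direction. None of the 35 probe sets passed both thresholds in Hdac4HET against WT cortex, and none of the 15 probe sets past the methods' t-test in Dble::R6/2 against R6/2 cortex belongs to these genes.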

**Figure 4:**
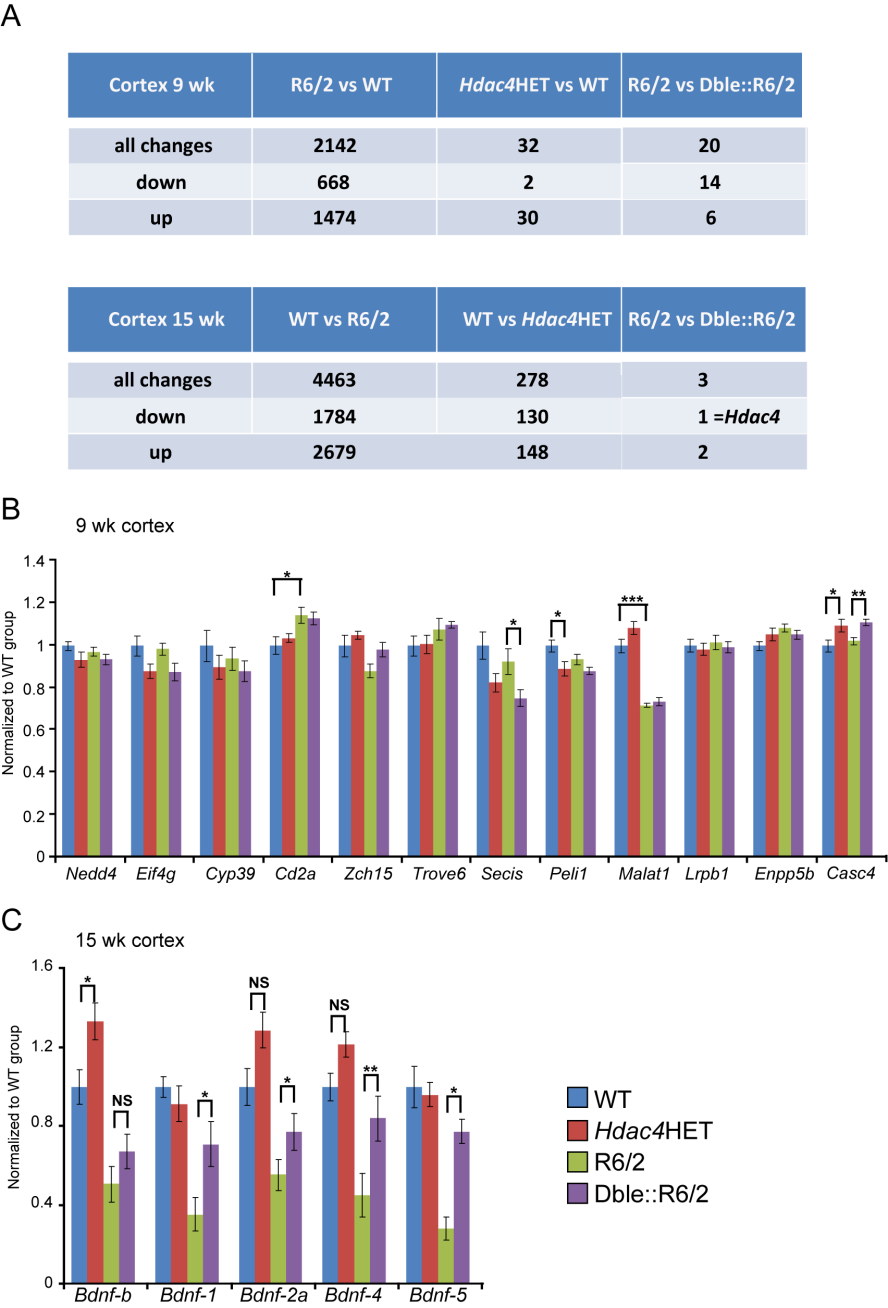
HDAC4 knock-down does not rescue global transcriptional dysregulation. (A) Affymetrix arrays were used to determine the effect of *Hdac4* knock-down on the cortical transcription profile of WT and R6/2 mice at 9 and 15 wk of age (*n*≥8 per genotype per time point). The number of genes that were significantly altered between genotypes with a fold-change of >30% for each pairwise comparison is noted. Statistical significance was determined after FDR-correction at a stringency of *p*≤0.05. (B) Taqman qPCR validation of the genes that were predicted to be differentially expressed between R6/2 and Dble::R6/2 cortex at 9 wk of age. See Table S3 for gene abbreviation definitions. (C) Cortical *Bdnf* mRNA levels for promoter transcripts 1, 2a, 4, and 5 as well as the coding exon (B) were assessed by Taqman qPCR at 15 wk of age. All Taqman qPCR values were normalized to the geometric mean of three housekeeping genes: *Atp5b*, *Canx*, and *Rpl13a*. Error bars are S.E.M (*n* = 8). *p<0.05, **p<0.01, ***p<0.001; NS, not significant.

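In Hdac4HET against WT cortex at 9 wk, Hdac4 was lower, with log2 changes of −0.56 (standard error 0.04, adjusted p = 7.73e-12 from limma), −0.43 and −0.25 on its 3 probe sets, the last of them under 1.3-fold. Prm1, a sperm gene, was higher by at least 1.55 and 1.41 on 2 of its 3 probe sets (standard errors 0.09 and 0.08). These 2 lay at 2.87 and 2.91 in WT cortex, among the lowest 5% of all probe sets. The genes with the largest rises included genes of olfactory bulb neurons, a theme first seen among these calls. Of the 14 bulb markers not picked from the calls, none passed both thresholds. When adjusted over the list alone, 5 were higher at any size and none was lower. S100a5, a calcium-binding protein of olfactory neurons, had a log2 change of 2.22 (standard error 0.49, adjusted p = 0.0167), at a level of 6.78 ± 2.15 (SD, n = 9) in Hdac4HET and 4.56 ± 0.16 (n = 9) in WT cortex. The transcription factors Sp8, Tbx21 and Eomes were higher by 1.64, 1.4 and 1.3 (standard errors 0.33, 0.29 and 0.26), Cdhr1 by 1.63 (standard error 0.36) and Th, the first enzyme of dopamine synthesis, by 1.42 (standard error 0.31). Abi3bp was higher by 0.81 (standard error 0.14, adjusted p = 0.00307) and Pam by 0.48 (standard error 0.04, adjusted p = 2.67e-09). Besides Hdac4, the genes with the largest falls on their brightest probe set were Slc35a5 at −0.5, Aqp11 at −0.42 and Glra3 at −0.4 (adjusted p = 0.0424, 0.0151 and 0.0437). Of the genes enriched in the striatum, 1 of 17 was higher, Rasgrp2 at 0.43, and 4 when adjusted over the list alone (mean 0.29, adjusted p = 3.34e-11 from camera, and adjusted p = 0.327 with an estimated correlation). By the same test the channel list was higher (mean 0.06, adjusted p = 0.000147), as were the lists of the mitochondrial respiratory chain (0.04, adjusted p = 1.33e-07), chaperones (0.05, adjusted p = 0.0356) and ribosomal proteins (0.02, adjusted p = 0.0494), and the choroid plexus, meninges and blood list was lower (−0.32, adjusted p = 0.027). No member of these 5 lists passed both thresholds, and with an estimated correlation the adjusted p was 0.251, 0.327, 0.881, 0.91 and 0.881. In all, 131 probe sets differed, 124 higher and 7 lower, and 10 by the methods' t-test, which included those of Hdac4, Prm1, Pam and Abi3bp. The limma count lay between 73 and 192 with 1 array left out and was 26 with only the genotypes compared. It was 6 without the arrays whose sex-linked genes go against the label. It was 4 without the arrays with raised olfactory bulb markers, which were picked in part by these calls and leave 3 Hdac4HET arrays.

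**Figure D2:**
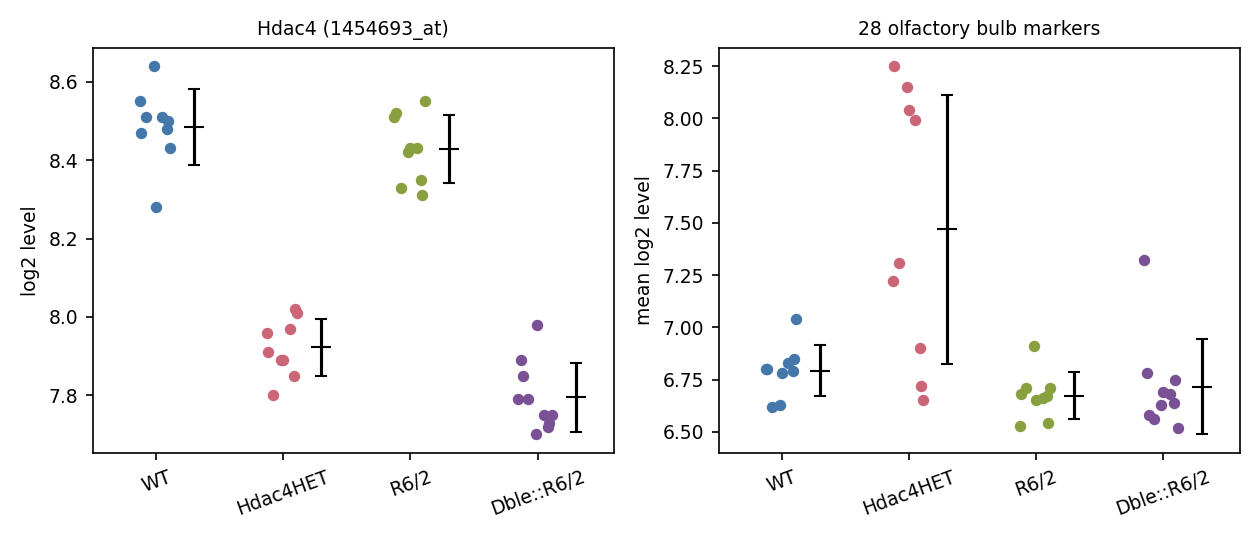
Log2 level of Hdac4 (left, its brightest probe set) and mean log2 level of 28 olfactory bulb markers (right) on each array, by genotype, with the mean and SD of each genotype as horizontal line and bar. Hdac4 levels with the null allele reach at most 8.02 and those without it at least 8.28, while the bulb markers lie above every WT array on 6 Hdac4HET arrays and 1 Dble::R6/2 array.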

Dysregulation of *Bdnf* promoter transcripts is a well-characterised hallmark of disease progression in HD [35], and restoration of *Bdnf* levels has been shown to correlate with phenotypic improvements in HD mouse models. As *Bdnf* probe sets were not represented on the arrays, we used Taqman qPCR to measure the levels of multiple *Bdnf* promoter trancripts as well as the coding exon (*Bdnf-b*) in cortex at 15 wk of age. We found that HDAC4 reduction increased *Bdnf-b* levels in WT cortex and almost restored the R6/2 dysregulated *Bdnf* transcripts to WT levels in Dble::R6/2 mice (Figure 4C).

### HDAC4 Knock-Down Improves MSN Membrane Properties and Cortico-Striatal Synaptic Function

MSNs in symptomatic R6/2 mice show pronounced morphological abnormalities, including dendritic shrinkage and spine loss. Largely consistent with these anatomical changes, at a behaviorally symptomatic age, R6/2 MSNs display a marked increase in membrane resistance, depolarization of the resting membrane potential (RMP), and an increased intrinsic excitability in response to current injection [36]. These phenotypes indicate that the R6/2 MSNs are hyperexcitable relative to MSNs in WT animals. In addition, symptomatic R6/2 mice display a progressive impairment in corticostriatal connectivity [37]. In combination, this reduction of cortical input, coupled with the abnormal excitability of the MSNs within the R6/2 striatum, will have serious consequences for appropriate striatal information processing and resultant basal ganglia output. These features likely contribute and in part underlie the impaired behavioral function exhibited by these mice. We determined the extent of functional improvement in MSNs from Dble::R6/2 as compared to R6/2 mice at 7–8 and 12 wk of age. As previously published, R6/2 MSNs exhibited a higher membrane resistance than those from WT and *Hdac4*HET mice at both ages, which was restored to WT levels in Dble::R6/2 mice (Figure 5A,E).

**Figure 5:**
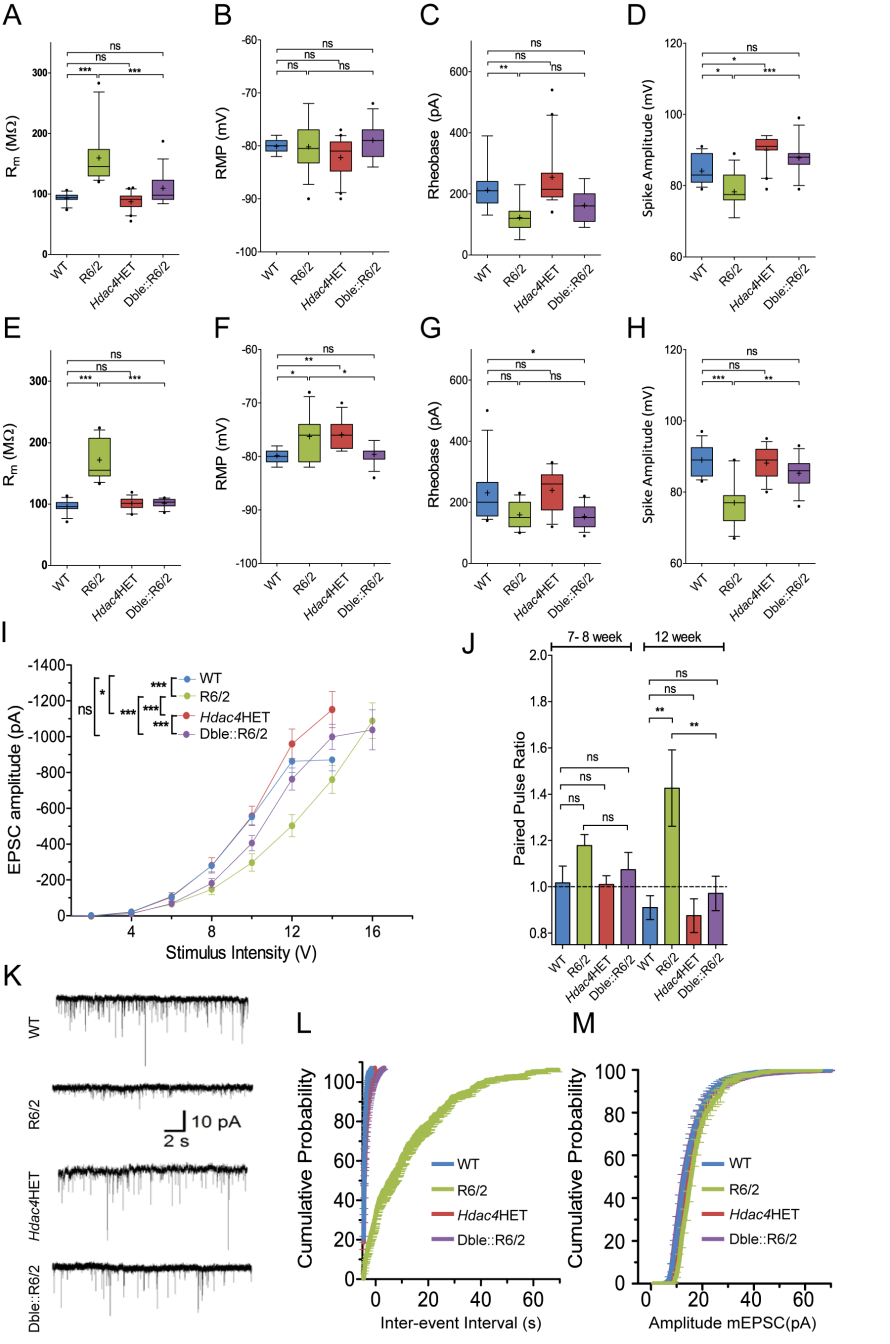
HDAC4 reduction improves the electrophysiological characteristics of MSNs and corticostriatal synaptic function. (A–H) Box and whisker plots of (A, E) input resistance (R_m_), (B, F) RMP, (C, G) rheobase current, and (D, H) spike amplitude from corticostriatal slices at (A–D) 7–8 and (E–H) 12 wk of age. Box and whisker plots: +, mean; box, interquartile range; whisker, 10–90 percentile; outliers, closed circles. (I) Measurement of evoked EPSCs following cortical stimulation showed that the R6/2 mice show lower basal transmission compared to WT or *Hdac4*HET and that this is restored in the Dble::R6/2 mice at 7–12 wk of age. (J) R6/2 MSNs have a higher paired-pulse ratio than WT (interstimulus interval, 20 ms), indicating reduced glutamate release probability. This is fully restored in Dble::R6/2 mice at 12 wk of age. (K) Representative traces of miniature EPSCs (mEPSCs) at 8 wk. R6/2 mice show strongly depressed mEPSC frequency, which is significantly rescued in the Dble::R6/2 mice. (L, M) Average cumulative plot of mEPSC interevent interval (0.1 s bins) (L) or amplitude (1 pA bins) (M); *n* = 11–12 for all four genotypes. Statistical analysis was performed by (A–H and J) one-way ANOVA with Tukey's multiple comparison test, (I) two-way ANOVA with Bonferroni multiple comparison test, and (L, M) Kolmogorov–Smirnov (KS) test. *p<0.05, **p<0.01, ***p<0.001.

While R6/2 MSNs at 7–8 wk of age were not significantly depolarized (Figure 5B), by 12 wk the RMP was depolarized by approximately 3 mV relative to WT MSNs, and this was rescued in the Dble::R6/2 mice (Figure 5F). Despite previous reports of reduced rheobasic current (minimum current injection required to elicit an action potential) in R6/2 mice [36], this was a modest phenomenon in our hands and the reduction of HDAC4 in the Dble::R6/2 mice had no effect (Figure 5C,G). Action potential amplitude was, however, significantly reduced in R6/2 compared to WT and *Hdac4*HET at both ages and was fully restored in the Dble::R6/2 mice (Figure 5D,H). To assess an improvement in corticostriatal transmission, glutamatergic excitatory postsynaptic currents (EPSCs) were evoked by stimulating layer V cortical afferents innervating the striatum. In both 7–8 and 12 wk age groups, R6/2 mice showed significant reduction in EPSC amplitude for any given stimulus intensity applied. There was no difference in evoked EPSCs per genotype between the two age groups, and the data were therefore pooled (*n* = 28–32 neurons per genotype; Figure 5I). In the Dble::R6/2 mice, a significant restoration of evoked EPSC amplitude compared to R6/2 was noted. To further delineate the locus of this improvement, a paired-pulse stimulation paradigm (20 ms interstimulus interval) was employed to specifically assess glutamate release probability. R6/2 corticostriatal synapses displayed higher paired-pulse ratios than WT synapses, and this was significant in the 12-wk dataset, indicative of impaired glutamate release in this age group. This was fully restored in the Dble::R6/2 mice (Figure 5J). In agreement with the reduction in evoked glutamate release in R6/2 corticostriatal synapses, quantal glutamate release within the striatum, which can arise from release at both thalamostriatal and corticostriatal presynaptic terminals, was severely depressed in the 7–8-wk-old mice [mean frequency of mEPSCs in MSNs from WT = 2.3±0.25 Hz (*n* = 12), *Hdac4*HET = 1.87±0.38 Hz (*n* = 11), R6/2 mice = 0.13±0.03 Hz (*n* = 11)]. The Dble::R6/2 mice showed a profound rescue in this phenotype, with a mean frequency of mEPSCs of 1.1±0.14 Hz (*n* = 12) (significance against R6/2 frequency assessed by Kolmogirov–Smirnoff analysis *p*<0.0001; Figure 5K,L). There was no change in the amplitude of mEPSCs in R6/2 compared to WT mice, suggesting that postsynaptic 2-amino-3-(5-methyl-3-oxo-1,2-oxazole-4-yl) propanoic acid (AMPA) receptor function was not impaired in the HD model, and did not contribute to the impairment in glutamatergic transmission. mEPSC amplitude was unchanged in the *Hdac4*HET or Dble:R6/2 animals relative to WT or R6/2 mice (Figure 5M).

In conclusion, the combined restoration of the membrane properties of MSNs from the Dble:R6/2 mice alongside the improvement in glutamatergic cortical input to the striatum would be expected to significantly improve striatal information processing, normalize aberrant basal ganglia output, and result in an improvement in behavioral function.

### HDAC4 Knock-Down Improves Neurological Phenotypes in R6/2 Mice

In order to evaluate whether the molecular and electrophysiological changes that had been detected in the Dble::R6/2 mice might ameliorate HD-related behavioural and physiological phenotypes, we employed a set of quantitative, well-characterised tests. Mice were well matched for CAG repeat length (Table S1), and phenotypic parameters were measured from 4 to 15 wk of age in WT, *Hdac4*HET, R6/2, and Dble::R6/2 mice. All analyses were performed blind to genotype, and in all cases, the progression of R6/2 phenotypes was consistent with previous reports.

Rotarod performance is a sensitive indicator of balance and motor coordination that has been reliably shown to decline in R6/2 mice. In line with previous results, R6/2 rotarod performance was impaired by 8 wk (*p*<0.001) and deteriorated further with age (Figure 6A). HDAC4 knock-down had no impact on the performance of WT mice. However, it significantly improved R6/2 rotarod performance at all ages and delayed the progression of rotarod impairment by 1 mo to the extent that 12-wk-old Dble::R6/2 mice performed as well as 8-wk-old R6/2 mice (Figure 6A).

**Figure 6:**
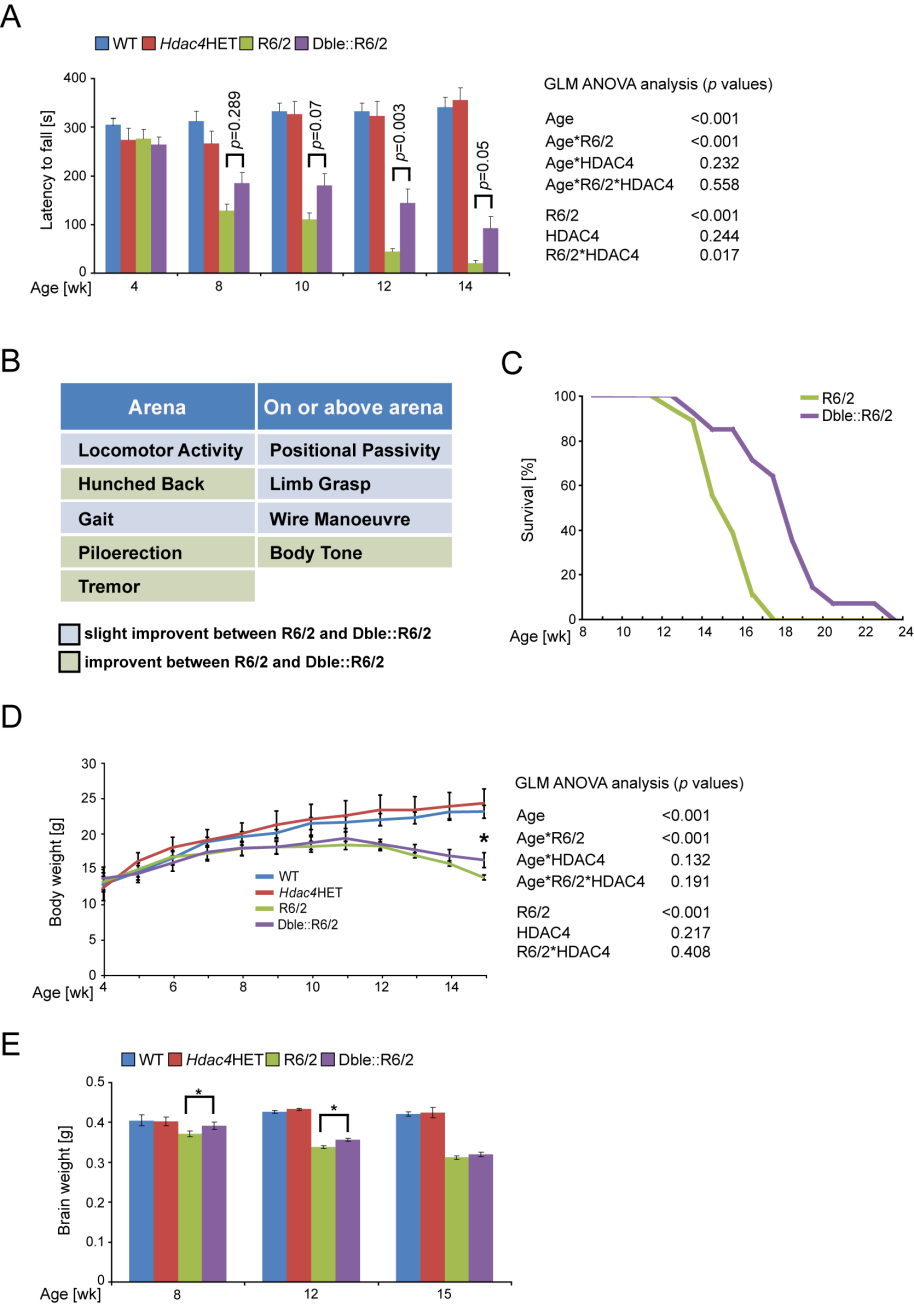
HDAC4 knock-down improves neurological phenotypes and extends survival. (A) Reduction in HDAC4 results in a pronounced delay in impaired motor coordination as determined by rotarod performance (*n*≥13/genotype). (B) Assessment of neurological phenotypes via a modified SHIRPA protocol (see Table S2 for details). Of the nine parameters that distinguished R6/2 and WT mice, all were improved in the Dble::R6/2 mice. See also Video S1 and Video S2. (C) Kaplan–Meier analysis showed that knock-down of HDAC4 significantly increased R6/2 survival (*n*≥13/genotype). (D) Reduction of HDAC4 did not result in an overall improvement in the failure of R6/2 mice to gain weight, although Dble::R6/2 mice were significantly heavier than R6/2 mice at 15 wk of age (*n*≥13/genotype). (E) There was a slight but statistically significant increase in the brain weight of Dble::R6/2 as compared to R6/2 mice at 4 and 9 wk of age (*n*≥10/genotype). Statistical analysis was performed by GLM-ANOVA with Greenhouse Geisser *post hoc* analysis (B and D), by multiple comparisons using Bonferroni post hoc test (B and D), and by log-rank test (C).

At 14 wk of age, close to end stage disease, the deterioration in the appearance of the Dble::R6/2 mice was considerably less marked than that of R6/2. To document this, we performed a modified SHIRPA analysis [38] and measured 16 phenotypic parameters (Table S2), for which nine gave a positive score in R6/2 as compared to WT mice. In all cases, the appearance of these phenotyes was improved in the Dble::R6/2 mice when compared to R6/2 (Figure 6B). In particular, piloerection and tremor could not be detected in Dble::R6/2 mice, and hunched back and body tone were vastly improved (Figure 6B). The phenotypic improvements are evident in Videos S1 and S2, and in the light of these, it was surprising that we were unabe to detect an any marked decrease in body weight loss (Figure 6D). The dramatic improvement in the appearance of the mice led us to assess whether HDAC4 knock-down had pro-survival effects, and we found that it extended the lifespan of R6/2 mice by approximately 20%, *p* = 0.0004 (log-rank test) (Figure 6C).

Brain weight was measured for cohorts of mice that were culled at 8, 12, and 15 wk of age, and as previously described, there was a progressive decrease in the weight of R6/2 brains as compared to WT. HDAC4 knock-down resulted in a very slight but statistically significant increase in brain weight at 9 and 12 but not at 15 wk of age (Figure 6E).

## Discussion

There is mounting support for the use of HDAC inhibitors in the treatment of a wide range of brain disorders, predominantly aimed at pathological alterations in the brain transcriptome. HDAC4 is a transcriptional repressor that is normally retained in the cytoplasm, but localises to the nucleus upon de-phosphorylation [39],[40]. In line with previous reports [41], we found that HDAC4 was located in the cytoplasm in mouse brain and showed that it did not relocate to the nucleus during disease progression. We demonstrated that HDAC4 associates with mutant HTT in a polyQ-dependent manner *in vivo*, consistent with an association that occurs between the polyQ stretch in HTT and the Q-rich domain of HDAC4. In line with these observations, we found that HDAC4 co-localised with cytoplasmic inclusions in both R6/2 and knock-in HD mouse models. The genetic knock-down of HDAC4 led to a significant delay in the cytoplasmic aggregation process and led to a significant restoration of synaptic function. At a physiological level, knock-down of HDAC4 extended lifespan and partially restored motor coordination and other neurological phenotypes. This suggests that a cytoplasm-based pathophysiological mechanism contributes to key aspects of neurodegenerative phenotype observed in HD.

A cytoplasmic mechanism of action for HDAC4-mediated beneficial effects was unexpected. In general, HDACs have been pursued as therapeutic targets because of their impact on epigenetics and transcription. HDAC4 is known to repress *MEF2* in muscle [40], and it has been proposed that HDAC4 binds to HDAC3 to activate its deacetylase domain [24]. However, we found no impact on global transcriptional dysregulation upon HDAC4 knock-down in R6/2 mice, consistent with a predominantly cytoplasmic localisation of HDAC4. Surprisingly, the absence of HDAC4 in knock-out postnatal brain tissue had little effect on the brain transcriptome [42]. In fact, it has been shown that HDAC4 does not function as a lysine-deacetylase [43], and consistent with this, we found that HDAC4 knock-out had no effect on global acetylation in brain *in vivo* [42]. Our demonstration that the dysregulation of *Bdnf* promoter transcripts was alleviated in the double mutant mice is consistent with a cytoplasmic-based mechanism of action. *Bdnf* expression is repressed by RE1 silencing transcription factor (REST), which is retained in the cytoplasm in a complex containing HTT and which translocates to the nucleus in response to HD pathology [44]. The cytoplasmic aggregation process initiates prior to a reduction in *Bdnf* transcripts in R6/2 and other HD mouse models, and therefore it is not surprising that a delay in this cytoplasmic pathology might in turn result in a delay in *Bdnf* dysregulation.

Our demonstration that a delay in the cytoplasmic aggregation process has beneficial consequences is supported by the published correlation between the appearance of neuropil aggregates and disease progression [45] and is consistent with previous predictions [46]. In the human HD *post mortem* brain, neuropil aggregates are much more common than nuclear inclusions, present in a large numbers, and potentially associated with onset of clinical symptoms [47]. Our data suggest that HDAC4 might modulate HTT aggregation through a direct interaction serving to template or nucleate soluble HTT. Alternatively, given that HDAC4 may self-aggregate, it could influence HTT aggregation indirectly through perturbation of proteostasis networks [48]. The delay in HTT aggregation afforded by a reduction in HDAC4 was most pronounced in presymptomatic and early-stage disease and diminished with disease progression, presumably reflecting changes in aggregation kinetics. This association between phenotypic improvements and a shift from aggregated to soluble mutant exon 1 HTT is consistent with our previously published *in vivo* studies [49],[50]. Our data provide no information as to the aggregate species that is toxic, or as to whether all species of aggregates have detrimental consequences, but only indicate that shifting the equilibrium toward soluble HTT is beneficial *in vivo*.

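On the 9-wk cortex arrays, 70 genes of synaptic transmission were measured, each by its brightest probe set. In R6/2 against WT cortex, 48 were lower and 3 higher at an adjusted p under 0.05 from limma, and 16 of the lower ones and none of the higher ones also differed by more than 1.3-fold (16 and none when adjusted over the list alone). The 16 included Gabrd, a GABA receptor subunit, with a log2 change of −1.03 (standard error 0.06, adjusted p = 6.21e-17, n = 9 mice per genotype), Cplx2, which acts in vesicle fusion, at −0.9 (standard error 0.08), the glutamate receptor Grm2 at −0.66 (standard error 0.06), Camk2a at −0.45 (standard error 0.02) and Dlg4, a scaffold of the postsynaptic density, at −0.44 (standard error 0.03). Between Dble::R6/2 and R6/2 cortex the same genes had log2 changes of 0.17 for Gabrd (standard error 0.06, adjusted p = 0.104), 0.02 for Cplx2 (standard error 0.08), 0.01 for Grm2 (standard error 0.05), −0.03 for Camk2a (standard error 0.02) and 0.04 for Dlg4 (standard error 0.03). Over the 16 genes, the mean change was −0.56 in R6/2 against WT cortex and 0.07 in Dble::R6/2 against R6/2 cortex, where single genes lay between −0.14 for Grm3 and 0.21 for Doc2b. On its brightest probe set, none of the 70 genes passed both thresholds of limma in Dble::R6/2 against R6/2 cortex, 18 had an unadjusted p under 0.05, and none was among the probe sets past the methods' t-test. When adjusted over the list alone, 6 were higher and 5 lower, none of them by more than 1.3-fold. On a less bright probe set, Rph3a, a synaptic vesicle protein and 1 of the 16 genes, was lower, at −0.64 (standard error 0.16, adjusted p = 0.0323), and it was at 0.07 on its brightest. In Dble::R6/2 against Hdac4HET cortex 16 of the 70 genes were lower past both thresholds, 12 of them among those lower in R6/2, whose mean change was −0.52 for the 16 genes. Of 27 genes of presynaptic vesicle release 8 were lower in R6/2 cortex (adjusted p = 4.57e-08 from camera, and adjusted p = 0.0142 with an estimated correlation). Of 31 genes of the postsynaptic density and glutamate receptors 7 were lower (adjusted p = 2.87e-13, and adjusted p = 0.000109 with an estimated correlation). Of 12 genes of GABA transmission 1 was lower, Gabrd (adjusted p = 0.037, and adjusted p = 0.191 with an estimated correlation).

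**Figure D3:**
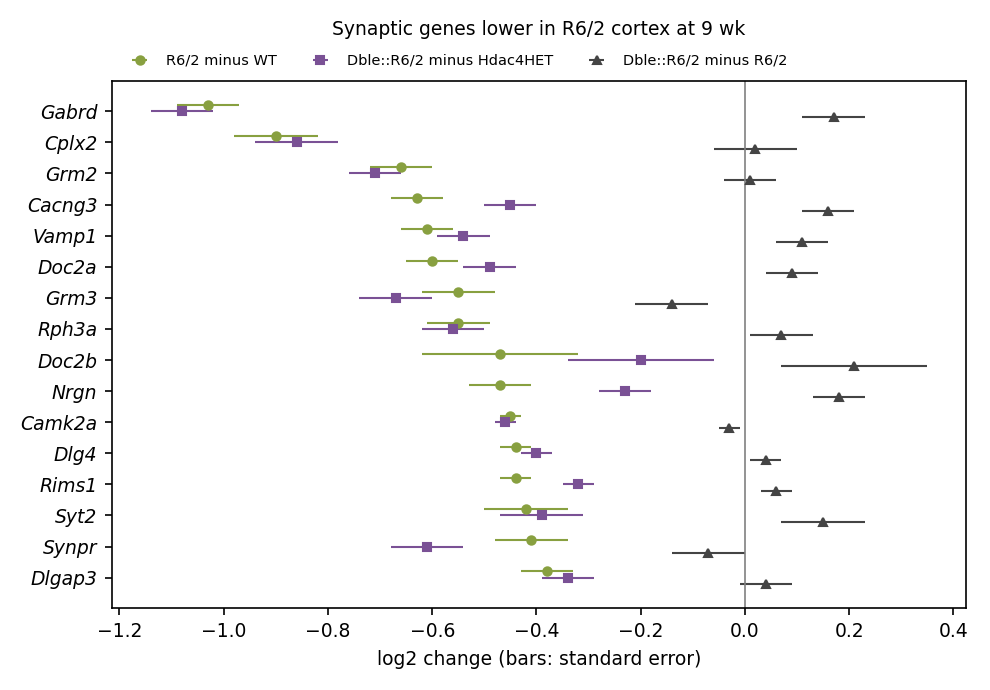
Log2 change (x axis, with standard errors as bars) of the 16 synaptic genes that were lower past both thresholds in R6/2 cortex, each on its brightest probe set, for R6/2 against WT, Dble::R6/2 against Hdac4HET and Dble::R6/2 against R6/2. The changes in Dble::R6/2 against R6/2 lie between −0.14 and 0.21, and those in R6/2 against WT between −1.03 and −0.38.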

The improvement in synaptic function as a consequence of HDAC4 knock-down was not related to a restoration in the expression level of dysregulated synaptic transcripts. Instead, it may act through reducing cytoplasmic aggregation as neuropil aggregates have been shown to inhibit axonal transport, synaptic function, and glutamate release in HD fly models [51]. The restoration of corticostriatal synaptic function demonstrated that the reduction of HDAC4 has functional consequences in the brain. However, in this study, HDAC4 was ubiquitously knocked down, and as HD has a peripheral component to its pathophysiology [52], it is conceivable that the reduction of HDAC4 also had beneficial consequences in tissues other than the brain. Given that HDAC4 has well-established functions in muscle, that muscle atrophy is a major symptom of HD, and that HDAC4 has been linked to disease progression in an ALS mouse model [53], we are currently investigating the extent to which HDAC4 reduction in muscle might contribute to the improved HD phenotypes.

The administration of HDAC inhibitors has been shown to improve disease phenotypes in a wide range of HD models [5]. To better understand which HDACs, when inhibited, are most responsible for these beneficial consequences, we embarked on a series of genetic manipulations in HD mouse models. In this article we show that the genetic knock-down of HDAC4 delayed cytoplasmic aggregation, improved synaptic function, and improved disease phenotypes. In contrast, the genetic knock-down of HDAC3 [27] and the class IIa members HDAC7 [10], HDAC5, and HDAC9 (our unpublished data) had no effect on R6/2 phenotypes. Strikingly, we recently showed that administration of SAHA caused a reduction in HDAC2 and HDAC4 at the protein but not RNA level in some R6/2 brain regions and that this correlated with a reduction in aggregation and a restoration of cortical *Bdnf* transcripts [11]. Therefore, we speculate that the beneficial effects of SAHA were at least in part transmitted through the down-regulation of HDAC4 via a mechanism not related to its enzyme activity.

Perhaps the best validated therapeutic target for HD is the HTT protein, and the reduction of HTT through gene silencing is being developed using both antisense oligonucleotides and RNAi [54]–[56]. However, delivery to the brain is a major challenge for these approaches, and as HTT has many essential functions, the potential liability of decreasing HTT to a detrimental level cannot be ignored. We have shown that reduction of HDAC4 shifts the ratio from aggregated to soluble HTT and therefore acts directly on the HD mutation. Our demonstration that HDAC4 levels can be decreased through the administration of a small brain-penetrant molecule (SAHA) is extremely promising as more selective inhibitors (e.g., specific to HDAC4 or class IIa enzymes) may have similar effects, making it possible to target HTT aggregation with a small molecule. Finally, these findings may have wider implications as HDAC4 is a component of Lewy Bodies in Parkinson's disease brains [57] and administration of SAHA improved the synaptic plasticity and learning behaviour in an Alzheimer disease model [58].

## Materials and Methods

### Ethics Statement

All animal work was approved by the local ethics committees and was performed in accordance with UK Home Office regulations or the Swiss Law (Kantonales Veterinäramt Basel-Stadt).

### Mouse Maintenance and Breeding, Genotyping, and CAG Repeat Sizing

Hemizygous R6/2 mice were bred by backcrossing R6/2 males to (CBA×C57BL/6)F1 females (B6CBAF1/OlaHsd, Harlan Olac, Bicester, UK). Similarly, the *Hdac4* knock-out colony [21] was maintained by backcrossing heterozygous males to B6CBAF1/OlaHsd females. *Hdh*Q150 homozygous mice on a (CBA×C57BL/6)F1 background were obtained by intercrossing *Hdh*Q150 heterozygous CBA/Ca and C57BL/6J congenic lines as described previously [19]. The *Hdh*Q20 and *Hdh*Q80 mice were from CHDI colonies at The Jackson Laboratory (Bar Harbor, ME) and maintained on a C57BL/6/J background. 129S2/SvHsd females were from Harlan Olac. The cross between *Hdh*Q150 and *Hdac4*HET mice, both on a C57BL/6 background, was performed at Novartis. All animals had unlimited access to food and water, were subject to a 12-h light/dark cycle, and housing conditions and environmental enrichment were as previously described [59]. The R6/2 colony was kept on breeding chow (Special Diet Services, Witham, UK).

Genomic DNA was isolated from an ear-punch. R6/2 and *Hdh*Q150 mice were genotyped by PCR, and the CAG repeat length was measured as previously described [25]. PCR conditions for genotyping *Hdac4* knock-out mice were for WT band: Fw: CTTGTTGAGAACAAACTCCTGCAGCT, Rw: AGCCCTACACTAGTGTGTGTTACACA; for *Hdac4* mutant band: Fw: AGCCCTACACTAGTGTGTGTTACACA, Neo Rw: CCATGGATCCTGAGACTGGGG.

Cycling conditions were 4 min at 95°C, 35× (30 s at 95°C; 45 s at 60°C; 2 min at 72°C), 10 min at 72°C using Taq polymerase and buffer from Promega. The *Hdh*Q20, *Hdh*Q80 mice [60] were genotyped as described [61] using the Hotstart polymerase (Thermoscientific).

Dissected tissues were snap frozen in liquid nitrogen and stored at −80°C until further analysis.

### Behavioural and Physiological Assessment

All behavioural tests were performed as previously described, and the data were analysed by repeated measures general linear model ANOVA with the Greenhouse Geisser post hoc test using SPSS software [59]. Pair-wise statistical comparisons were corrected for multiple comparisons using Bonferroni post hoc test in SPSS. Survival was assessed blind to genotype, and mice were euthanized when they reached end-stage disease. The data are presented as Kaplan–Meier cumulative survival functions and statistically analysed by the log-rank test.

### RNA Extraction, Taqman Real-Time PCR, and Affymetrix Gene Expression Arrays

Total RNA was extracted with the mini-RNA kit accordingly to manufacturer instructions (Qiagen). Reverse transcription (RT) was performed using MMLV superscript reverse transcriptase (Invitrogen) and random hexamers (Operon), and all Taqman-qPCR reactions were performed using the Chromo4 Real-Time PCR Detector (BioRad) as described [35]. Expression level of the gene-of-interest was normalised to the geometric mean of three endogenous housekeeping genes (Primer Design) as described [35]. The primer and probe sequences are detailed in Table S3.

For the Affymetrix arrays, biotinylated cRNAs were prepared from 200 ng total RNA using the GeneChip 3′ IVT Express Kit (Affymetrix) following the manufacturer's instructions. cRNA (15 µg) was hybridized to GeneChip Mouse Genome 430 version 2.0 Arrays (Affymetrix) and processed, stained, and scanned according to the manufacturer's recommendations. The quality of input RNAs and cRNAs was verified with the Bioanalyzer 2100 (Agilent Technologies) before use. Microarray quality control was performed using the software package provided on RACE [62]. Chips with a median normalized unscaled standard error greater than 1.05 were excluded. Affymetrix annotations (version 3.0) were used for probeset-to-gene assignments. Two-tailed *t* test was performed to assess the differences in gene expression between groups for each genotype (WT *n* = 8; R6/2 *n* = 9; *Hdac4*HET *n* = 8; Dble *n* = 9). Corrections for multiple testing were performed using the false discovery rate (FDR) according to Benjamini and Hochberg [63] with a significance threshold of *p*<0.05. The array datasets can be found at NCBI GEO accession number GSE38237.

### Antibodies, Western Blotting, and Seprion ELISA

All primary and secondary antibodies used in this study are presented in Table S4. Preparation of protein lysates and western blotting were as described previously [11]. In general, 20 µg protein lysate was fractionated on 10% SDS-PAGE gels. Aggregates were captured in Seprion ligand-coated plates (Microsens) and detected using the S830 sheep polyclonal or MW8 mouse monoclonal antibodies as described [25].

### TR-FRET

Sample preparation and the TR-FRET assay were performed as previously described [26].

### Nuclear Cytoplasmic Fractions and Agarose Gel Electrophoresis for Resolving Aggregates (AGERA)

Nuclear and cytoplasmic fractions were prepared as previously described [64], and their purity was determined by immunoblotting with antibodies to anti-histone H3 and α-tubulin. The AGERA assay was performed as described [65]. In general 100 µg of nuclear or cytoplasmic fractions, isolated from whole snap frozen brains, were loaded in nonreducing Laemmli buffer onto 1.5% agarose gels supplemented with 0.1% SDS and run at 3 V/cm followed by western blotting and immunodetection with anti-HTT (S830) antibodies. The high molecular weight protein marker was from Invitrogen.

### Co-Immunoprecipitation

Co-immunoprecipitation was performed as previously described [66]. Briefly, protein lysates were prepared from whole brains in HEPES buffer and incubated with protein-G Dynabeads (Invitrogen) overnight at 4°C on a rotating platform.

### Plasmids and GST Pull-Downs

The full-length mouse *Hdac4* gene in pCMV6 was obtained from Origene. This was amplified by PCR using high fidelity polymerase (Roche) and subsequently cloned into pCR2-Topo (Invitrogen) accordingly to the manufacturer's instructions. The detailed protocol used for GST pull-downs is available in the Text S1.

### Immunohistochemistry and Confocal Microscopy

For immunohistochemical studies, brains were frozen in isopentane at −50°C and stored at −80°C until further analysis. We cut 10–15 µm sections using a cryostat (Bright instruments), air dried and immersed them in 4% PFA in PBS for 15 min, and washed them for 3×5 min in 0.1% PBS-Triton X-100. Blocking was achieved by incubation with 5% BSA-C (Aurion) in 0.1% PBS-Triton X-100 for at least 30 min at RT. Immunolabelling with primary antibodies in 0.1% PBS-Triton X-100, 1% BSA-C (HDAC4, S830) was completed by overnight incubation in a humidity box at 4°C. Sections were washed 3× in PBS, incubated for 60 min at RT in a dark box with the appropriate combinations of secondary antibodies diluted in PBS, washed 3× in PBS, and counterstained with DAPI (Invitrogen). Sections were mounted in Vectashield mounting medium (Vector Laboratories). Sections were examined using the Leica TCS SP4 laser scanning confocal microscope and analysed with Leica Application Suite (LAS) v5 (Leica Microsystems, Heidelberg, Germany).

### Electrophysiological Recordings

Detailed procedures for acute striatal slice preparation, patch-clamp recordings, and the isolation of miniature excitatory postsynaptic currents (mEPSCs), along with the appropriate statistical analysis, can be found in Text S1.

### Statistical Analysis

All data were analysed with Microsoft Office Excel and two-tailed Student's *t* test or as otherwise stated.

## Supporting Information

Figure S1 **HDAC4 reduction does not alter the expression levels of** ***HTT*** **exon 1, endogenous** ***Htt*** **, or other** ***Hdacs*** **.** (A) Taqman qPCR showed no difference in *HTT* exon 1 transgene levels in the cerebellum or in the striatum of R6/2 and Dble::R6/2. (B) There was no difference in endogenous *Htt* levels in the cerebellum or in the striatum of WT, *Hdac*4HET, R6/2, and Dble::R6/2 mice as determined by Taqman qPCR. (C) Taqman qPCR showed that the cerebellar transcript level of *Hdac4* was decreased in *Hdac4*HET and Dble::R6/2 mice, but that the expression level of other *Hdacs* did not differ from WT in the cerebellum of *Hdac*4HET, R6/2, and Dble::R6/2. (D) Taqman qPCR showed that the striatal transcript level of *Hdac4* was decreased in *Hdac4*HET and Dble mice, but that the expression level of other *Hdacs* did not differ from WT in the striatum of *Hdac*4HET, R6/2, and Dble::R6/2. Taqman qPCR values were normalized to the geometric mean of three housekeeping genes: *Atp5b*, *Canx*, and *Eif4a* (for cerebellum) and *Atp5b*, *Yhwaz*, and *Ubc* (for striatum). Error bars are SEM. *p* values were calculated using Student's *t* test (*n* = 8). **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

Figure S2 **HDAC4 knock-down delays aggregate formation in multiple CNS tissues.** (A) Seprion ligand ELISA was used to quantify the aggregate load in the brain stem, hippocampus, cerebellum, and striatum of R6/2 and Dble::R6/2 mice at 4, 9, and 15 wk of age. R6/2::Dble values were plotted as a percentage of R6/2 aggregate load (*n* = 6). (B) TR-FRET was used to determine the levels of soluble exon 1 HTT in the brain stem, hippocampus, and cerebellum of R6/2 and Dble mice at 4, 9, and 15 wk of age (*n* = 6). (C) Western blot demonstrating that the H92 antibody detects HDAC4 as the signal is absent from HDAC4 knock-out tissue. Immunoprecipitation with the HDAC4 antibodies H92, DM-15, and CS2072 demonstrates that they are all capable of immunoprecipitating HDAC4 as detected with H92. ID, immunodetection. (D) Western blot of detergent-insoluble high molecular weight aggregates isolated from the nuclear and cytoplasmic fractions of R6/2 and Dble::R6/2 (Dble) brains at 4 wk of age, resolved by agarose gel electrophoresis (AGERA), and immunodetected with the S830 antibody (*n* = 8). The purity of the fractions was demonstrated by western blotting with α-tubulin and histone H3. (E) Western blot of HDAC4 protein levels in the cytoplasmic fractions of R6/2 and Dble::R6/2 (Dble) brains at 4 wk of age. HDAC4 levels in the cytoplasmic fractions were measured by densitometry and calculated relative to α-tubulin. (F) Seprion ligand ELISA was used to quantify aggregate load in the cortex of R6/2-129S mice as compared to R6/2-CBF mice at 9 wk of age. R6/2-129S values were plotted as a percentage of aggregate load in R6/2-CBF mice (*n* = 7). R6/2-129S mice have the same *Hdac4* haplotype as Dble mice but with a functional *Hdac4* gene. Error bars are SEM. *p* values were calculated using Student's *t* test.
(TIF) Click here for additional data file.

Figure S3 **HDAC4 associates with exon 1 HTT and co-localizes with cytoplasmic inclusions and with synaptic markers.** (A) Validation of the specificity of the HDAC4 antibodies used for immunohistochemistry. Representative immunofluorescent images of cortex from WT (A) and *Hdac4*KO (B) mice stained for HDAC4 at P3 and counterstained with DAPI. Scale bar, 10 µm. (B) Representative immunofluorescent images of the striatum from 14-wk-old WT and R6/2 mice immunostained for mutant HTT (S830) and HDAC4 (CS2072), and counterstained with DAPI. Scale bar, 15 µm. (C) Representative confocal images of the cortex from 14-wk WT mice. Sections were stained for synaptophysin and HDAC4 or for PSD95 and HDAC4 and counterstained with DAPI. There was a considerable degree of co-localisation between HDAC4 and the synaptic markers. Scale bar, 10 µm.
(TIF) Click here for additional data file.

Table S1 **Summary of the number of mice per genotype used in all studies and their CAG repeat sizes. SD, standard deviation.**
(DOCX) Click here for additional data file.

Table S2 **Summary of neurological and physiological phenotypes as assessed by the SHIRPA protocol.**
(DOCX) Click here for additional data file.

Table S3 **Summary of the Taq-man assays used in this study.**
(DOCX) Click here for additional data file.

Table S4 **Summary of the antibodies used in this study.** WB, western blotting; IP, immunoprecipitation; IHC, immunohistochemistry; SEPRION, seprion ligand ELISA for aggregated huntingtin; TR-FRET, time resolved Förster resonance energy transfer for soluble huntingtin.
(DOCX) Click here for additional data file.

Text S1 **Supporting materials and methods.** Plasmids and GST pull-downs and electrophysiological recordings.
(DOCX) Click here for additional data file.

Video S1 **Comparison of the gait of an R6/2 mouse (agouti) and his Dble::R6/2 littermate (black) at 14 wk of age (males).**
(MP4) Click here for additional data file.

Video S2 **Comparison of the appearance of an R6/2 mouse (agouti) and his Dble::R6/2 littermate (black) at 14 wk of age (males).** Note improvements in body tone, hunched back, piloerection, and general appearance.
(M4V) Click here for additional data file.

## Abbreviations

AGERA: agarose gel electrophoresis resolving aggregates
BDNF: brain derived neurotrophic factor
EPSCs: excitatory post-synaptic currents
GST: glutathione-S-transferase
HD: Huntington's disease
HDAC: histone deacetylase
*Hdac4*HET: *Hdac4* knock-out heterozygote
*Hdac4*KO: *Hdac4* knock-out
HTT: huntingtin
MEF: myocyte enhancing factor
mEPSC: miniature EPSC
MSN: medium spiny neuron
polyQ: polyglutamine
REST: RE1 silencing transcription factor
RMP: resting membrane potential
SAHA: suberoylanilide hydroxamic acid
SNP: single nucleotide polymorphism
TR-FRET: time resolved Förster resonance energy transfer

## References

[1] NovakMJ, TabriziSJ (2010) Huntington's disease. BMJ 340: c3109.2059196510.1136/bmj.c3109

[2] LandlesC, BatesGP (2004) Huntingtin and the molecular pathogenesis of Huntington's disease. Fourth in molecular medicine review series. EMBO Rep 5: 958–963.1545974710.1038/sj.embor.7400250PMC1299150

[3] ChaJH (2007) Transcriptional signatures in Huntington's disease. Prog Neurobiol 83: 228–248.1746714010.1016/j.pneurobio.2007.03.004PMC2449822

[4] ButlerR, BatesGP (2006) Histone deacetylase inhibitors as therapeutics for polyglutamine disorders. Nat Rev Neurosci 7: 784–796.1698865410.1038/nrn1989

[5] KazantsevAG, ThompsonLM (2008) Therapeutic application of histone deacetylase inhibitors for central nervous system disorders. Nat Rev Drug Discovery 7: 854–868.1882782810.1038/nrd2681

[6] HaberlandM, MontgomeryRL, OlsonEN (2009) The many roles of histone deacetylases in development and physiology: implications for disease and therapy. Nat Rev Genet 10: 32–42.1906513510.1038/nrg2485PMC3215088

[7] HocklyE, RichonVM, WoodmanB, SmithDL, ZhouX, et al (2003) Suberoylanilide hydroxamic acid, a histone deacetylase inhibitor, ameliorates motor deficits in a mouse model of Huntington's disease. Proc Natl Acad Sci U S A 100: 2041–2046.1257654910.1073/pnas.0437870100PMC149955

[8] MarksPA, XuWS (2009) Histone deacetylase inhibitors: potential in cancer therapy. J Cell Biochem 107: 600–608.1945916610.1002/jcb.22185PMC2766855

[9] ScognamiglioA, NebbiosoA, ManzoF, ValenteS, MaiA, et al (2008) HDAC-class II specific inhibition involves HDAC proteasome-dependent degradation mediated by RANBP2. Biochim Biophys Acta 1783: 2030–2038.1869161510.1016/j.bbamcr.2008.07.007

[10] BennCL, ButlerR, MarinerL, NixonJ, MoffittH, et al (2009) Genetic knock-down of HDAC7 does not ameliorate disease pathogenesis in the R6/2 mouse model of Huntington's disease. PLoS ONE 4 (6) e5747 doi:10.1371/journal.pone.0005747 1948412710.1371/journal.pone.0005747PMC2684627

[11] MielcarekM, BennCL, FranklinSA, SmithDL, WoodmanB, et al (2011) SAHA decreases HDAC 2 and 4 levels in vivo and improves molecular phenotypes in the R6/2 mouse model of Huntington's disease. Plos ONE 6 (11) e27746 doi:10.1371/journal.pone.0027746 2214046610.1371/journal.pone.0027746PMC3225376

[12] VerdinE, DequiedtF, KaslerHG (2003) Class II histone deacetylases: versatile regulators. Trends Genet 19: 286–293.1271122110.1016/S0168-9525(03)00073-8

[13] BolgerTA, YaoTP (2005) Intracellular trafficking of histone deacetylase 4 regulates neuronal cell death. J Neurosci 25: 9544–9553.1622186510.1523/JNEUROSCI.1826-05.2005PMC6725694

[14] MaoZ, BonniA, XiaF, Nadal-VicensM, GreenbergME (1999) Neuronal activity-dependent cell survival mediated by transcription factor MEF2. Science 286: 785–790.1053106610.1126/science.286.5440.785

[15] GuoL, HanA, BatesDL, CaoJ, ChenL (2007) Crystal structure of a conserved N-terminal domain of histone deacetylase 4 reveals functional insights into glutamine-rich domains. Proc Natl Acad Sci U S A 104: 4297–4302.1736051810.1073/pnas.0608041104PMC1838596

[16] FiumaraF, FioritiL, KandelER, HendricksonWA (2010) Essential role of coiled coils for aggregation and activity of Q/N-rich prions and PolyQ proteins. Cell 143: 1121–1135.2118307510.1016/j.cell.2010.11.042PMC3472970

[17] MangiariniL, SathasivamK, SellerM, CozensB, HarperA, et al (1996) Exon 1 of the HD gene with an expanded CAG repeat is sufficient to cause a progressive neurological phenotype in transgenic mice. Cell 87: 493–506.889820210.1016/s0092-8674(00)81369-0

[18] LinCH, Tallaksen-GreeneS, ChienWM, CearleyJA, JacksonWS, et al (2001) Neurological abnormalities in a knock-in mouse model of Huntington's disease. Hum Mol Genet 10: 137–144.1115266110.1093/hmg/10.2.137

[19] WoodmanB, ButlerR, LandlesC, LuptonMK, TseJ, et al (2007) The Hdh(Q150/Q150) knock-in mouse model of HD and the R6/2 exon 1 model develop comparable and widespread molecular phenotypes. Brain Res Bull 72: 83–97.1735293110.1016/j.brainresbull.2006.11.004

[20] SathasivamK, NeuederA, GipsonTA, LandlesC, BenjaminAC, et al (2013) Aberrant splicing of HTT generates the pathogenic exon 1 protein in Huntington disease. Proc Natl Acad Sci U S A 110: 2366–2370.2334161810.1073/pnas.1221891110PMC3568346

[21] VegaRB, MatsudaK, OhJ, BarbosaAC, YangXL, et al (2004) Histone deacetylase 4 controls chondrocyte hypertrophy during skeletogenesis. Cell 119: 555–566.1553754410.1016/j.cell.2004.10.024

[22] MartinM, KettmannR, DequiedtF (2007) Class IIa histone deacetylases: regulating the regulators. Oncogene 26: 5450–5467.1769408610.1038/sj.onc.1210613

[23] HaberlandM, ArnoldMA, McAnallyJ, PhanD, KimY, et al (2007) Regulation of HDAC9 gene expression by MEF2 establishes a negative-feedback loop in the transcriptional circuitry of muscle differentiation. Mol Cell Biol 27: 518–525.1710179110.1128/MCB.01415-06PMC1800816

[24] MihaylovaMM, VasquezDS, RavnskjaerK, DenechaudPD, YuRT, et al (2011) Class IIa histone deacetylases are hormone-activated regulators of FOXO and mammalian glucose homeostasis. Cell 145: 607–621.2156561710.1016/j.cell.2011.03.043PMC3117637

[25] SathasivamK, LaneA, LegleiterJ, WarleyA, WoodmanB, et al (2010) Identical oligomeric and fibrillar structures captured from the brains of R6/2 and knock-in mouse models of Huntington's disease. Hum Mol Genet 19: 65–78.1982584410.1093/hmg/ddp467PMC2792149

[26] WeissA, AbramowskiD, BibelM, BodnerR, ChopraV, et al (2009) Single-step detection of mutant huntingtin in animal and human tissues: a bioassay for Huntington's disease. Anal Biochem 395: 8–15.1966499610.1016/j.ab.2009.08.001

[27] MoumneL, CampbellK, HowlandD, OuyangY, BatesGP (2012) Genetic knock-down of HDAC3 does not modify disease-related phenotypes in a mouse model of Huntington's disease. PLoS ONE 7 (2) e31080 doi:10.1371/journal.pone.0031080 2234743310.1371/journal.pone.0031080PMC3275566

[28] BobrowskaA, DonmezG, WeissA, GuarenteL, BatesG (2012) SIRT2 ablation has no effect on tubulin acetylation in brain, cholesterol biosynthesis or the progression of Huntington's disease phenotypes in vivo. PLoS ONE 7 (4) e34805 doi:10.1371/journal.pone.0034805 2251196610.1371/journal.pone.0034805PMC3325254

[29] BobrowskaA, PaganettiP, MatthiasP, BatesGP (2011) Hdac6 knock-out increases tubulin acetylation but does not modify disease progression in the R6/2 mouse model of Huntington's disease. PLoS ONE 6 (6) e20696 doi:10.1371/journal.pone.0020696 2167777310.1371/journal.pone.0020696PMC3108987

[30] ZourlidouA, GidalevitzT, KristiansenM, LandlesC, WoodmanB, et al (2007) Hsp27 overexpression in the R6/2 mouse model of Huntington's disease: chronic neurodegeneration does not induce Hsp27 activation. Hum Mol Genet 16: 1078–1090.1736072110.1093/hmg/ddm057

[31] HayDG, SathasivamK, TobabenS, StahlB, MarberM, et al (2004) Progressive decrease in chaperone protein levels in a mouse model of Huntington's disease and induction of stress proteins as a therapeutic approach. Hum Mol Genet 13: 1389–1405.1511576610.1093/hmg/ddh144

[32] SmithDL, WoodmanB, MahalA, SathasivamK, Ghazi-NooriS, et al (2003) Minocycline and doxycycline are not beneficial in a model of Huntington's disease. Ann Neurol 54: 186–196.1289167110.1002/ana.10614

[33] HocklyE, TseJ, BarkerAL, MoolmanDL, BeunardJL, et al (2006) Evaluation of the benzothiazole aggregation inhibitors riluzole and PGL-135 as therapeutics for Huntington's disease. Neurobiol Dis 21: 228–236.1611188810.1016/j.nbd.2005.07.007

[34] KuhnA, GoldsteinDR, HodgesA, StrandAD, SengstagT, et al (2007) Mutant huntingtin's effects on striatal gene expression in mice recapitulate changes observed in human Huntington's disease brain and do not differ with mutant huntingtin length or wild-type huntingtin dosage. Hum Mol Genet 16: 1845–1861.1751922310.1093/hmg/ddm133

[35] BennCL, FoxH, BatesGP (2008) Optimisation of region-specific reference gene selection and relative gene expression analysis methods for pre-clinical trials of Huntington's disease. Mol Neurodegener 3: 17.1895444910.1186/1750-1326-3-17PMC2584034

[36] KlapsteinGJ, FisherRS, ZanjaniH, CepedaC, JokelES, et al (2001) Electrophysiological and morphological changes in striatal spiny neurons in R6/2 Huntington's disease transgenic mice. J Neurophys 86: 2667–2677.10.1152/jn.2001.86.6.266711731527

[37] CepedaC, HurstRS, CalvertCR, Hernandez-EcheagarayE, NguyenOK, et al (2003) Transient and progressive electrophysiological alterations in the corticostriatal pathway in a mouse model of Huntington's disease. J Neurosci 23: 961–969.1257442510.1523/JNEUROSCI.23-03-00961.2003PMC6741903

[38] RogersDC, FisherEM, BrownSD, PetersJ, HunterAJ, et al (1997) Behavioral and functional analysis of mouse phenotype: SHIRPA, a proposed protocol for comprehensive phenotype assessment. Mamm Genome 8: 711–713.932146110.1007/s003359900551

[39] ZhaoX, ItoA, KaneCD, LiaoTS, BolgerTA, et al (2001) The modular nature of histone deacetylase HDAC4 confers phosphorylation-dependent intracellular trafficking. J Biol Chem 276: 35042–35048.1147079110.1074/jbc.M105086200

[40] MiskaEA, LangleyE, WolfD, KarlssonC, PinesJ, et al (2001) Differential localization of HDAC4 orchestrates muscle differentiation. Nucleic Acids Res 29: 3439–3447.1150488210.1093/nar/29.16.3439PMC55849

[41] DarcyMJ, CalvinK, CavnarK, OuimetCC (2010) Regional and subcellular distribution of HDAC4 in mouse brain. J Comp Neurol 518: 722–740.2003405910.1002/cne.22241

[42] MielcarekM, SeredeninaT, StokesM, OsborneGF, LandlesC, et al (2013) HDAC4 does not act as a protein deacetylase in the postnatal brain *in vivo* . PLoS ONE in press.10.1371/journal.pone.0080849PMC383838824278330

[43] BottomleyMJ, Lo SurdoP, Di GiovineP, CirilloA, ScarpelliR, et al (2008) Structural and functional analysis of the human HDAC4 catalytic domain reveals a regulatory structural zinc-binding domain. J Biol Chem 283: 26694–26704.1861452810.1074/jbc.M803514200PMC3258910

[44] ZuccatoC, TartariM, CrottiA, GoffredoD, ValenzaM, et al (2003) Huntingtin interacts with REST/NRSF to modulate the transcription of NRSE-controlled neuronal genes. Nat Genet 35: 76–83.1288172210.1038/ng1219

[45] LiH, LiSH, ChengAL, MangiariniL, BatesGP, et al (1999) Ultrastructural localization and progressive formation of neuropil aggregates in Huntington's disease transgenic mice. Hum Mol Genet 8: 1227–1236.1036986810.1093/hmg/8.7.1227

[46] BennCL, LandlesC, LiH, StrandAD, WoodmanB, et al (2005) Contribution of nuclear and extranuclear polyQ to neurological phenotypes in mouse models of Huntington's disease. Hum Mol Genet 14: 3065–3078.1618365710.1093/hmg/ddi340

[47] GutekunstCA, LiSH, YiH, MulroyJS, KuemmerleS, et al (1999) Nuclear and neuropil aggregates in Huntington's disease: relationship to neuropathology. J Neurosci 19: 2522–2534.1008706610.1523/JNEUROSCI.19-07-02522.1999PMC6786077

[48] KikisEA, GidalevitzT, MorimotoRI (2010) Protein homeostasis in models of aging and age-related conformational disease. Adv Exp Med Biol 694: 138–159.2088676210.1007/978-1-4419-7002-2_11PMC3402352

[49] LabbadiaJ, CunliffeH, WeissA, KatsyubaE, SathasivamK, et al (2011) Altered chromatin architecture underlies progressive impairment of the heat shock response in mouse models of Huntington disease. J Clin Invest 121: 3306–3319.2178521710.1172/JCI57413PMC3148745

[50] LabbadiaJ, NovoselovSS, BettJS, WeissA, PaganettiP, et al (2012) Suppression of protein aggregation by chaperone modification of high molecular weight complexes. Brain 135: 1180–1196.2239639010.1093/brain/aws022PMC3326252

[51] GunawardenaS, GoldsteinLS (2005) Polyglutamine diseases and transport problems: deadly traffic jams on neuronal highways. Arch Neurol 62: 46–51.1564284910.1001/archneur.62.1.46

[52] SassoneJ, ColciagoC, CislaghiG, SilaniV, CiammolaA (2009) Huntington's disease: the current state of research with peripheral tissues. Exp Neurol 219: 385–397.1946037310.1016/j.expneurol.2009.05.012

[53] MoresiV, WilliamsAH, MeadowsE, FlynnJM, PotthoffMJ, et al (2010) Myogenin and class II HDACs control neurogenic muscle atrophy by inducing E3 ubiquitin ligases. Cell 143: 35–45.2088789110.1016/j.cell.2010.09.004PMC2982779

[54] SahDW, AroninN (2011) Oligonucleotide therapeutic approaches for Huntington disease. J Clin Invest 121: 500–507.2128552310.1172/JCI45130PMC3026739

[55] KordasiewiczHB, StanekLM, WancewiczEV, MazurC, McAlonisMM, et al (2012) Sustained therapeutic reversal of Huntington's disease by transient repression of huntingtin synthesis. Neuron 74: 1031–1044.2272683410.1016/j.neuron.2012.05.009PMC3383626

[56] YuD, PendergraffH, LiuJ, KordasiewiczHB, ClevelandDW, et al (2012) Single-stranded RNAs use RNAi to potently and allele-selectively inhibit mutant huntingtin expression. Cell 150: 895–908.2293961910.1016/j.cell.2012.08.002PMC3444165

[57] Takahashi-FujigasakiJ, FujigasakiH (2006) Histone deacetylase (HDAC) 4 involvement in both Lewy and Marinesco bodies. Neuropath Appl Neurobiol 32: 562–566.10.1111/j.1365-2990.2006.00733.x16972890

[58] KilgoreM, MillerCA, FassDM, HennigKM, HaggartySJ, et al (2010) Inhibitors of class 1 histone deacetylases reverse contextual memory deficits in a mouse model of Alzheimer's disease. Neuropsychopharmacol 35: 870–880.10.1038/npp.2009.197PMC305537320010553

[59] HocklyE, WoodmanB, MahalA, LewisCM, BatesG (2003) Standardization and statistical approaches to therapeutic trials in the R6/2 mouse. Brain Res Bull 61: 469–479.1367924510.1016/s0361-9230(03)00185-0

[60] WheelerVC, WhiteJK, GutekunstCA, VrbanacV, WeaverM, et al (2000) Long glutamine tracts cause nuclear localization of a novel form of huntingtin in medium spiny striatal neurons in HdhQ92 and HdhQ111 knock- in mice. Hum Mol Genet 9: 503–513.1069917310.1093/hmg/9.4.503

[61] WhiteJK, AuerbachW, DuyaoMP, VonsattelJP, GusellaJF, et al (1997) Huntingtin is required for neurogenesis and is not impaired by the Huntington's disease CAG expansion. Nat Genet 17: 404–410.939884110.1038/ng1297-404

[62] PsarrosM, HeberS, SickM, ThoppaeG, HarshmanK, et al (2005) RACE: Remote Analysis Computation for gene Expression data. Nucleic Acids Res 33: W638–643.1598055210.1093/nar/gki490PMC1160250

[63] HochbergY, BenjaminiY (1990) More powerful procedures for multiple significance testing. Stat Med 9: 811–818.221818310.1002/sim.4780090710

[64] DaviesSW, SathasivamK, HobbsC, DohertyP, MangiariniL, et al (1999) Detection of polyglutamine aggregation in mouse models. Methods Enzymol 309: 687–701.1050705510.1016/s0076-6879(99)09045-x

[65] WeissA, KleinC, WoodmanB, SathasivamK, BibelM, et al (2008) Sensitive biochemical aggregate detection reveals aggregation onset before symptom development in cellular and murine models of Huntington's disease. J Neurochem 104: 846–858.1798621910.1111/j.1471-4159.2007.05032.x

[66] LandlesC, SathasivamK, WeissA, WoodmanB, MoffittH, et al (2010) Proteolysis of mutant huntingtin produces an exon 1 fragment that accumulates as an aggregated protein in neuronal nuclei in Huntington disease. J Biol Chem 285: 8808–8823.2008600710.1074/jbc.M109.075028PMC2838303

# Supplementary material for: HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration
**Source:** PLoS Biol. 2013 Nov 26;11(11):e1001717. doi: 10.1371/journal.pbio.1001717
**Supplement:** Table S1 — Summary of the number of mice per genotype used in all studies and their CAG repeat sizes. SD, standard deviation.

| Study | Genotype | Total # mice | Mean CAG repeat Size | ±SD |
| --- | --- | --- | --- | --- |
| Behavioural tests: rotarod, body weight | WT | 31 | - | - |
|  | *Hdac4*HET | 22 | - | - |
|  | R6/2 | 21 | 202 | 2.1 |
|  | Dble::R62 | 20 | 202 | 2.7 |
| Survival test | WT | 18 | - | - |
|  | *Hdac4*HET | 22 | - | - |
|  | R6/2 | 18 | 202 | 2.2 |
|  | Dble::R6/2 | 14 | 202 | 2.6 |
| Electrophysiology 7-8 weeks | WT | 9 | - | - |
|  | *Hdac4*HET | 6 | - | - |
|  | R6/2 | 14 | 200 | 2.1 |
|  | Dble::R6/2 | 18 | 200 | 2.7 |
| Electrophysiology 10-12 weeks | WT | 10 | - | - |
|  | *Hdac4*HET | 12 | - | - |
|  | R6/2 | 11 | 200 | 2.1 |
|  | Dble::R6/2 | 9 | 200 | 1.7 |
| Molecular biology tests  R6/2 x :*Hdac4*HET  Various studies: 4-14 weeks | WT | 44 | - | - |
|  | *Hdac4*HET | 44 | - | - |
|  | R6/2 | 72 | 203 | 5.6 |
|  | Dble::R6/2 | 72 | 203 | 6.1 |
| Molecular biology tests  *Hdh*Q150 x :*Hdac4*HET  6 and 10 months | WT | 17 | - | - |
|  | *Hdac4*HET | 16 | - | - |
|  | *Hdh* Q150 | 18 | 160 | 13.7 |
|  | Dble::*Hdh*Q150 | 20 | 158 | 15 |

# Supplementary material for: HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration
**Source:** PLoS Biol. 2013 Nov 26;11(11):e1001717. doi: 10.1371/journal.pbio.1001717
**Supplement:** Table S2 — Summary of neurological and physiological phenotypes as assessed by the SHIRPA protocol.

| Phenotype | Scoring system |
| --- | --- |
| **Locomotor Activity/sq in 30s** | Number of squares entered with all four feet in 30s |
| **Piloerection** | 0 - None, 1 - Present |
| **Tremor** | 0 - None, 1 - Present |
| **Hunched back** | 0 - None, 1 - Present |
| **Gait** | 0 - Fluid movement and approx. 3mm pelvic elevation; 1 - Lack of fluidity in movement |
| **Touch Escape** | 0 - No response; 1 - Response to touch (stroke);  2 - Flees prior to touch |
| **Diarrhea** | 0 – None; 1 - Present |
| **Skin Irritation** | 0 – None; 1 - Present |
| **Positional Passivity** | 0 - Struggles when held by the tail, 1 - Struggles when held by the neck; 2 - Struggles when laid supine; 3 - No struggle |
| **Limb Grasp** | 0 – None; 1 - All 4 limbs clasp in 30 s (note any other form of limb clasping) |
| **Body Tone** | 0 - Flaccid, cavity does not return to normal; 1 - Skin quickly returns to normal |
| **Wire Manoeuvre** | 0- Active grip with hind limbs; 1 - Difficulty to grip with hind limbs; 2 - Unable to grip with hind limbs;  3 – Falls within a few seconds; 4 - Falls immediately |
| **Provoked Biting** | 0 - None, 1- Bites the dowel |
| **Irritability** | 0 - No struggle when restrained; 1 - Struggles upon supine restraint |
| **Aggression** | 0 - No biting/attacks; 1 - Bites the dowel or attacks at any point |
| **Vocalisation** | 0 - No vocalisation; 1 - Vocalisation |

# Supplementary material for: HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration
**Source:** PLoS Biol. 2013 Nov 26;11(11):e1001717. doi: 10.1371/journal.pbio.1001717
**Supplement:** Table S3 — Summary of the Taq-man assays used in this study.

| **Assay** | **Gene** | **Description / Source** |
| --- | --- | --- |
| *Hdacs 1-11* | Histone deacetylases 1-11 | Mielcarek et al. 2011 |
| *Bdnf* | Brain-derived neutrophic factor | Benn et al. 2008 |
| *HTT* exon-1 | Exon 1 of human huntingtin | Benn et al. 2008 |
| *HTT* | Mouse huntingtin | Benn et al. 2008 |
| *Yhwaz* | Phospholipase A2 | Primer design |
| *Ubc* | Ubiquitin C | Primer design |
| *Rpl13a* | Ribosomal protein L13a | Primer design |
| *Atp5b* | ATP synthase 5B subunit | Primer design |
| *Nedd4* | Neural precursor cell expressed 4 | Primer design |
| *Eif4g* | Eif4g1 eukaryotic translation initiation factor 4 | Primer design |
| *Cyp39* | Cyp39a1 cytochrome P450 | Primer design |
| *Cd2a* | CD2-associated protein | Primer design |
| *Zch15* | Zinc finger CCCH-type containing 15 | Primer design |
| *Trove6* | TROVE domain family, member 6 | Primer design |
| *Secis* | SECIS binding protein 2-like | Primer design |
| *Peli1* | Pellino 1 | Primer design |
| *Malat1* | Metastasis associated lung adenocarcinoma transcript 1 | Primer design |
| *Lrpb1* | Low density lipoprotein-related protein 1B | Primer design |
| *Enpp5b* | Ectonucleotide pyrophosphatase/phosphodiesterase 5 | Primer design |
| *Casc4* | Cancer susceptibility candidate 4 | Primer design |

# Supplementary material for: HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration
**Source:** PLoS Biol. 2013 Nov 26;11(11):e1001717. doi: 10.1371/journal.pbio.1001717
**Supplement:** Table S4 — Summary of the antibodies used in this study. WB, western blotting; IP, immunoprecipitation; IHC, immunohistochemistry; SEPRION, seprion ligand ELISA for aggregated huntingtin; TR-FRET, time resolved Förster resonance energy transfer for soluble huntingtin.

| **Antibody** | **Catalogue**  **number** | **Source** | **Dilution/**  **amount** | **Application** | **Reference** |
| --- | --- | --- | --- | --- | --- |
| HDAC4 | DM-15 | Sigma | 1 in 500 | WB | N/A |
| HDAC4 | DM-15 | Sigma | 1μg | IP | N/A |
| HDAC4 | SC H-92 | Santa Cruz | 1 in 1000 | WB | N/A |
| HDAC4 | H-92 | Santa Cruz | 1μg | IP | N/A |
| HDAC4 | 2072 | Cell Signalling | 1 in 100 | IHC | N/A |
| HDAC5 | Ab56929 | Abcam | 1 in 1000 | WB | N/A |
| HDAC5 | Ab56929 | Abcam | 1 ug | IP | N/A |
| S830 | N/A | In house | 1 in 1000 | WB | Sathasivam et al. 2001 |
| S830 | N/A | In house | 1 in 2000 | Seprion |  |
| S830 | N/A | In house | 1 in 100 | IHC |  |
| MW8 | N/A | P.Patterson | 1 in 2000 | WB | Ko et al. 2001 |
| MW8 | N/A | P.Patterson | 1 in 4000 | Seprion |  |
| 3BH10 | P1874 | Sigma | 1μg | IP | N/A |
| MW1 | N/A | P.Patterson | 1μg | IP | Ko et al. 2001 |
| MW1 | N/A | P.Patterson | 1 ng in 6 μl | TR-FRET |  |
| 2B7 | N/A | Novartis | 10 ng in 6 μl | TR-FRET | Weiss et al. 2009 |
| 2166 | MAB2166 | Sigma | 1μg | IP | N/A |
| α-tubulin | T9026 | Sigma | 1 in 40000 | WB | N/A |
| Histone H3 | Ab1791 | Abcam | 1 in 30000 | WB | N/A |
| α-Goat HRP | P044901 | Dako | 1 in 3000 | WB | N/A |
| α-Mouse HRP | P0260 | Dako | 1 in 3000 | WB | N/A |
| α-Rabbit HRP | 32460 | Pierce | 1 in 20000 | WB | N/A |
| α-Sheep Alexa 555 | A21436 | Invitrogen | 1 in 1000 | IHC | N/A |
| α-Rabbit Alexa 488 | A21438 | Invitrogen | 1 in 1000 | IHC | N/A |

# Supplementary material for: HDAC4 Reduction: A Novel Therapeutic Strategy to Target Cytoplasmic Huntingtin and Ameliorate Neurodegeneration
**Source:** PLoS Biol. 2013 Nov 26;11(11):e1001717. doi: 10.1371/journal.pbio.1001717
**Supplement:** Text S1 — Supporting materials and methods. Plasmids and GST pull-downs and electrophysiological recordings.

**SUPPORTING INFORMATION**

**SUPPLEMENTAL MATERIALS AND METHODS**

**Primer and probe sequences for Taqman real-time PCR**

Primer and probe sequences were previously described as follows: *Hdacs* 1-11 [[1](#_ENREF_1)], *Bdnf* and ***exon 1 Htt*** transcripts [[2](#_ENREF_2)] and were purchased from Operon. **Primer and probe sequences for other Taqman assays are listed in Table S3 and were purchased from Primer Design.**

**Plasmids and GST-pull downs**

The pDEST47-HDAC4 expression vector was transcribed and translated *in vitro* in the presence of [^35^S]-methionine in reticulocyte lysate (Promega) according to the manufacturer’s protocol. For expression and purification of GST fusion proteins, overnight cultures of *E. coli* expressing the recombinant GST plasmids were diluted 1:10 and after 1 h of culture, isopropyl β-D-thiogalactoside (0.1 mM final concentration) was added. After 3 h, bacteria were collected by centrifugation at 3,500 x *g*, resuspended 1:10 in NETN (0.5% Nonidet P-40; 1 mM EDTA; 20 mM Tris pH 8.0; 125 mM NaCl) containing complete protease inhibitors (Roche) with 10 mM dithiothreitol and 1 mM phenylmethylsulfonyl fluoride, sonicated, and centrifuged. Fusion proteins were purified from the supernatant on glutathione-Sepharose beads (GE Healthcare) by incubating 250 µl of GST-beads (1:1 in NETN) per 1 ml bacterial supernatant for 30 min. Finally the beads were washed 3x with 10 ml NETN buffer prior to the interaction assay.

For the GST-pull down 1 µl of [^35^S]-labelled HDAC4 was incubated at 4°C with either 50 µl (1:1 in NETN) GST, GST-Exon1 20Q, or GST-Exon1 53Q beads overnight in a final volume of 1 ml NETN on a rotating wheel. Samples were centrifuged at 13,000x *g* for 10 sec and the beads washed 4x with 1 ml cold NETN buffer. After the final wash, the beads were dried in a speed-vac for 30 min, re-suspended in 10 µl 2x Laemmli buffer. GST complexes were eluted by denaturation at 75°C for 5 min, and separated by 10% SDS–PAGE. Finally, the gels were fixed (30% Methanol, 10% Acetic acid), stained with coomassie brilliant blue and amplified (Amplify, GE Healthcare) prior to gel drying. The ^[35]^S-labelled proteins were visualised by fluorography.

**Electrophysiological Recordings**

**Acute striatal slice preparation**

250 µm thick horizontal corticostriatal brain slices were acutely prepared on a VT1200S vibrotome (Leica) [[3](#_ENREF_3)] from 7-8 week (6/group) and 12 week old (2/group) WT, R6/2, *Hdac4*HET and Dble mice in ice-cold sucrose solution composed of (in mM): sucrose 248, KCl 2, MgSO_4_ 2, NaH_2_PO_4_ 1.25, NaHCO_3_ 26, D-glucose 11.1, kynurenic acid 1. Slices containing the dorsal striatum were transferred into an incubation chamber containing artificial cerebrospinal fluid (ACSF) with a composition of (in mM): NaCl 125, KCl 2.5, CaCl_2_ 2, MgCl_2_ 1, NaHCO_3_ 25, NaH_2_PO_4_ 1.25, D-glucose 25 at room temperature (RT) for at least 30 min to recover. All solutions were continuously bubbled with carbogen gas (95% CO_2_, 5% O_2_). For recordings, the slices were transferred into a 1 ml volume chamber and continuously superfused with ACSF (~1.5 ml/min) at RT.

**Patch-clamp recordings**

Medium spiny neurons within the slice were visualized using an upright microscope equipped with infrared differential interference contrast (IR-DIC) and a 60x water-immersion objective (all from Olympus). Cells with a somatic size smaller than about 15 µm were selected (average capacitance (C_m_)=63±1 pF, n=122), and recordings with an unstable access resistance (R_a_) (>10% change over the period of recording, or initial R_a_ larger than 20 MΩ, were discarded (average R_a_=9 ± 0.26 MΩ), no significant difference between groups). Between 15-20 neurons for each group were recorded in the 7–8 week datasets, and 11-13 neurons per group in the 12 week datasets.

Whole-cell patch clamp experiments were performed in both voltage-clamp and current clamp mode using a software-controlled MultiClamp 700B amplifier in combination with a Digidata 1440A digitizer (Molecular Devices). Patch pipettes were pulled from borosilicate glass capillaries (electrode resistance=2-4 MΩ). For recordings of MSN membrane parameters and evoked corticostriatal transmission, the intracellular solution contained (in mM): K-gluconate 105, KCl 30, MgCl_2_ 4, EGTA 0.3, HEPES 10, Na_2_ATP 4, Na_3_GTP 0.3 and Na-phosphocreatine 10, pH 7.35. Under voltage clamp control, cells were held at -80 mV and C_m_ and membrane resistance (R_m_) were calculated in response to a -10 mV hyperpolarizing pulse using the membrane test function of pClamp. Resting membrane potential (RMP), rheobase (minimum current injection required to elicit an action potential) and resultant action potential amplitude of the neurons were then evaluated by switching to current clamp mode, prior to returning to voltage clamp control. Cortical stimulation to evoke glutamatergic excitatory post synaptic currents (eEPSCs) in the striatal MSNs were performed via a custom-built bipolar tungsten electrode that was placed between layer V of the cortex and deeper cortical layers. In a given MSN recording, cortical stimulation at a range of intensities (0.2–20 V) was used to determine the strength of glutamatergic transmission. Stimulation was repeated 20 times at a frequency of 0.1 Hz for each intensity level and the resultant eEPSCs averaged per neuron. To determine the paired-pulse ratio, two stimulating pulses with a 20 ms inter stimulus interval (ISI) were applied to the cortex (at 2-3 times the intensity needed to evoke a minimal response). Each individual cell was stimulated 5 times at a frequency of 0.1 Hz. The paired-pulse ratio was then calculated based on the average of these responses by dividing the amplitude of the second postsynaptic current recorded from the MSN with the first.

A separate set of experiments were performed in 7-8 week old mice (n=2/group) to isolate miniature excitatory postsynaptic currents (mEPSCs). In this instance, the intracellular solution comprised (in mM): Cs-methanesulfonate 100, Na-methanesulfonate 10, QX314-Cl 5, TEA-Cl 10, HEPES 10, CaCl_2_ 1, EGTA 10, MgATP 5, Na_3_GTP 0.5, pH 7.2, and all recordings were performed with the addition of tetrodotoxin (TTX, 0.5 µM) and picrotoxin (50 µM) to the ACSF. Recordings were made at -80 mV for 20 min after observing stable activity for 10 min. The experiments were terminated by application of 10 µM CNQX to confirm that the events recorded were entirely AMPA receptor mediated. Between 11-12 neurons/group were recorded.

**Analysis of electrophysiological data**

For all recordings, data were low-pass filtered at 2 kHz before being sampled at 10 kHz using Clampex 10 (Molecular Devices). Data were analyzed with ClampFit 10 (Molecular Devices), Prism 5 (GraphPad) and Igor Pro 6 (Wavemetrics).

mEPSCs recordings were analyzed for amplitude and frequency using Minianalysis (Synaptosoft). After automated mEPSC detection, each trace was checked for false positives manually. Statistical analysis was performed using Prism 5 and Igor Pro 6 One-way ANOVA with *post hoc* Tukey’s test was used to assess statistical significance. To perform a Kolmogorov Smirnov (KS) test on the mEPSC recordings, cumulative plots were first created by pooling the inter-event interval and amplitude data for each set (n=12 for WT, HDAC and DBL and n=11 for R6/2).

**REFERENCES**

1. Mielcarek M, Benn CL, Franklin SA, Smith DL, Woodman B, et al. (2011) SAHA Decreases HDAC 2 and 4 Levels In Vivo and Improves Molecular Phenotypes in the R6/2 Mouse Model of Huntington's Disease. Plos One 6.

2. Benn CL, Fox H, Bates GP (2008) Optimisation of region-specific reference gene selection and relative gene expression analysis methods for pre-clinical trials of Huntington's disease. Mol Neurodegener 3: 17.

3. Fino E, Glowinski J, Venance L (2005) Bidirectional activity-dependent plasticity at corticostriatal synapses. Journal of Neuroscience 25: 11279-11287.

How the deposited data were processed for this re-analysis (not part of the article)

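Cortex RNA from 37 mice at 9 wk of age was measured on Affymetrix arrays, 1 array per mouse, and the genotype, replicate number and sex of each mouse were taken from the sample labels. The authors deposited 1 table of log2 expression values with 1 column per array, and no array was left without a genotype. The paper's methods describe quality control with RACE and the exclusion of arrays of low quality, and the steps from the scanned probes to the log2 values are not given in the sources used here. The table held no control probe sets, and the values were used as deposited, without further normalization. Higher values mean more RNA, and each array measured 1 sample. The number of arrays limits the precision. Of 45037 probe sets, 34945 had 1 gene symbol in the platform annotation, 932 had several and 9160 had none here, and no gene was named from a probe set with several symbols. The 1-symbol probe sets stood for 18193 genes. Gene positions, for 34741 probe sets, came from a table of current mouse genes and were used only to find neighbours.

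The computations used R 4.3.3 with limma 3.58.1, and the figures Python 3.11.15. A linear model of the 4 genotypes over all 37 arrays was fitted with lmFit, and contrasts were tested with eBayes with a trend. A probe set was counted as changed when its Benjamini-Hochberg adjusted p over all probe sets was under 0.05 and its change was above 1.3-fold. The fold threshold is 1 reading of the fold-change of more than 30% in the legend of Figure 4. The comparisons were R6/2 against WT, Hdac4HET against WT, Dble::R6/2 against R6/2, Dble::R6/2 against Hdac4HET, the interaction of R6/2 and Hdac4HET, and the interaction of R6/2 and sex. The adjusted p values beside means ± SD of fewer than 10 mice come from this limma model. Gene lists, 30 in number, held 699 genes, of which 621 were measured. Each gene was represented by its probe set with the highest mean over all arrays. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether a list's genes move, on balance, 1 way. The samples, comparisons, thresholds, gene lists and most alternatives were set before the data were examined, and the choices made later are named where their values stand.

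The share of the R6/2 change retained with reduced Hdac4 was estimated from probe sets called in R6/2 against WT on odd replicates and measured on even ones, and the reverse, with a jackknife over arrays for its error. Genes were named by rule. The rule took the 10 largest rises and 10 largest falls of each comparison among called probe sets with 1 symbol. Only the brightest probe set of a gene was ranked, so a larger change on a less bright one was passed over. The rule also took the genes that the paper names for its arrays or Taqman assays. Up to 4 called members of each list were taken, or 2 members with the lowest p where none was called. The probe sets near Hdac4 called in both comparisons of reduced Hdac4 were taken too. Some further genes were named after their values were seen. These were Prm1, H2-D1, Mmut, Jmjd4, Stk25, Ramp1, Kif1a and Usp40, the less bright probe set of Rph3a, the olfactory bulb markers beyond the largest rises, the genes set beside them across comparisons and the synaptic genes plotted.

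The calls of changed probe sets, the list tests, the correlation of the Hdac4 effects and the retained share were tested on simulated data. In these, 200 probe sets among 45037 were changed. The shares recovered hold for the simulated data and need not hold for the real arrays, on which some probe sets moved together. For R6/2 against WT, limma recovered 96%, 100%, 100% and 98% of the probe sets changed by 0.5, 0.75, 1 and 1.5 on the log2 scale. For Hdac4HET against WT it recovered 94%, 100%, 100% and 98%, for Dble::R6/2 against R6/2 90%, 100%, 100% and 98%, and for the interaction of R6/2 and Hdac4HET 80%, 98%, 98% and 98%. For Dble::R6/2 against Hdac4HET it recovered 10%, 82%, 98% and 98% of changes of 0.3, 0.45, 0.6 and 0.9. For the interaction of R6/2 and sex it recovered 42%, 80%, 96% and 94% of changes of 0.5, 0.75, 1 and 1.5. A retained share set to 60% was estimated at 60.3%. Alternatives were quantile normalization, only the probe sets above the median level, only the genotypes compared, the methods' t-test with Benjamini-Hochberg adjustment, sex as a covariate, the replicate number as a block, array quality weights, no probe sets ending in _x_at or _s_at, no fold threshold, 30% lower read as below 0.7, and each array left out in turn. The arrays of older mice, the Taqman assays and genes without a probe set in the table were not analysed here.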

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

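The tests of joint movement within the WT arrays, of the mean change with the leading axis and in Hdac4HET against WT cortex, of an effect of Hdac4 reduction in every carrier, of Prm1 sequence in the null allele and of the neighbours of Hdac4, and the counts of arrays by the 14 olfactory bulb markers, were chosen after the results had been seen.

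Of the 121 probe sets that differed between Dble::R6/2 and R6/2 cortex, 111 were lower in Dble::R6/2, by −0.48 on average (standard error 0.08). Less mRNA of these genes as a whole is argued against for most of them, since over 71 genes the median change of the brightest of all other probe sets was 0.0959 of that of the brightest lower one, with quartiles of −0.1 and 0, with 5 genes (Hdac4, Lrp1b, Malat1, Prox1 and Jmjd4) whose other probe set fell by at least 0.5 times as much. Of these 5, Hdac4 was lower on all 3 of its probe sets (−0.63, −0.69 and −0.23, adjusted p = 4.37e-14, 1.58e-14 and 0.0225), as less Hdac4 mRNA gives, and for the other 4 less mRNA stays open. An effect of reduced Hdac4 of −0.48 both with and without the R6/2 transgene is also argued against. In Hdac4HET against WT cortex, 109 of the probe sets, those of Hdac4 left out, had a mean change of −0.01 (standard error 0.09). The probe sets were chosen for their fall in Dble::R6/2 against R6/2 cortex, so −0.48 is likely too large. A smaller effect of equal size with and without the transgene stays open. With the leading axis of variation of the WT and Hdac4HET arrays as a covariate, the mean was −0.44 (standard error 0.07). The median moved from −0.45 to −0.41 (median standard errors 0.11 and 0.1). Of the probe sets, 53.2% (59) stayed past both thresholds. Of the 52 others 22 missed the fold threshold alone, 22 the adjusted p alone and 8 both. Choosing the probe sets on the same arrays by itself keeps the mean from 0. This test thus cannot tell the axis from the genotype as the cause of the whole change or of a part. The probe sets moved together on arrays of every genotype, with a median pairwise correlation of 0.59 among WT arrays against at most 0.04 in 100 random sets of similar level, so another state of the RNA or the labelling that varies from array to array is a candidate explanation, and an effect of reduced Hdac4 in R6/2 mice alone stays open, with 10 of the 109 past both thresholds of the interaction test.

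Olfactory bulb markers averaged above every WT array on 6 of 9 Hdac4HET arrays, on no R6/2 array and on 1 of 10 Dble::R6/2 arrays, and by the 14 markers that were not among the first calls on 4, 0 and 0. The count of 1 Dble::R6/2 array argues against an effect of Hdac4 reduction in every carrier. Olfactory bulb RNA in some of the dissected Hdac4HET samples is a candidate explanation, and of these 14 markers 5 were higher in Hdac4HET cortex over the list alone, among them Tpbg by 0.27 and Scgn by 0.41, and none was lower. It cannot be told apart from a change in some of the mice, because 8 of the 14 lie above the median level of all probe sets in WT cortex, such as Gad1 at 12.63, where a small share of bulb RNA moves little (Gad1 by 0.16), and 14 of all 28 markers do. Of the dopaminergic markers, Th was higher while Slc6a3 and Ddc were at −0.17 and 0.05 (adjusted p = 0.695 and 0.915).

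Prm1, the gene of the sperm protein protamine, was raised in mice with the Hdac4 null allele, which the paper does not report, by at least 1.41 and 1.55 on the log2 scale in Hdac4HET against WT and at least 1.62 and 1.83 in Dble::R6/2 against R6/2 cortex, on 2 of its 3 probe sets, while the other was at 0.12 and 0.19. Without the allele the 2 lay at 2.83 to 2.93, among the lowest 5% of all probe sets, so these are lower bounds. All 19 carrier arrays (lowest 3.91) lay above all arrays without the allele (highest 3.18), and Prm1 sequence carried by the null allele cannot be told apart from an effect of the allele on Prm1, since both would raise it in every carrier. For the mutant band the paper gives a forward primer and a reverse primer labelled Neo, and it does not mention Prm1. Of the 4 genes Prm2, Tnp1, Tnp2 and Prm3, 0 were higher in both comparisons, which argues against a general switching on of the protamine genes. Of 14 probe sets with a gene position and an adjusted p under 0.05 with 1 sign in both comparisons, Hdac4 left out, 5 lie within 10 Mb of Hdac4 (Fisher's exact test, two-sided, p = 3.81e-08), those of Pam, Stk25 (−0.31 and −0.25), Ramp1 (0.26 and 0.3), Kif1a (−0.29 and −0.21) and Usp40 (−0.29 and −0.26). This may come from the 129S DNA that the paper says stays around the allele or from an effect of the allele on its neighbours, which the design does not separate.

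Some arrays stood apart from the others of their genotype, in 4 of 44 groups of arrays tested, where chance gives about 1 in 20. The mean of the olfactory bulb markers was 6.91 on R6/2 replicate 6, with the nearest R6/2 array at 6.71. The same mean was 7.32 on Dble::R6/2 replicate 10, with the nearest at 6.78. A probe set of H2-D1 was at 7.24 on Hdac4HET replicate 4, with the nearest at 8.73. The array median was 6.21 on R6/2 replicate 9, with the nearest at 6.19. Hdac4HET replicates 5 and 9 carried both Xist and Y-linked RNA, as RNA of both sexes on 1 array would give, so a mixture of samples stays open for these 2 arrays and for the raised olfactory bulb markers on them. By the interaction test, which asks whether the effect of reduced Hdac4 differs between R6/2 and WT mice, 113 probe sets passed both thresholds, 31 higher and 82 lower. This count depends on single arrays. It was 3 without the arrays whose sex-linked genes go against the label, 1 without those with raised olfactory bulb markers, which leaves 3 Hdac4HET arrays, and 35 (without Hdac4HET replicate 5) to 262 (without WT replicate 7) with 1 array left out, and 17 of the 37 arrays, named with the dependence on processing, moved it by more than 1.5 times.

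With all arrays, chance is argued against for the counts of changed probe sets in each of the 4 comparisons. Among 100 splits of the arrays only 1, the real one, gave as many, and so few splits cannot exclude chance. The real counts were 2737 for R6/2 against WT, 131 for Hdac4HET against WT, 121 for Dble::R6/2 against R6/2 and 3196 for Dble::R6/2 against Hdac4HET. The highest counts of the other splits were 636, 35, 95 and 583. For Dble::R6/2 against R6/2 the real count fell below 95 without single arrays, to 76, 31, 61, 82 and 53 without R6/2 replicates 2, 3, 5, 8 and 9 and to 51, 75, 62, 32 and 48 without Dble::R6/2 replicates 4, 5, 8, 9 and 10. It rose to 202 without R6/2 replicate 4 and to 197, 218 and 186 without Dble::R6/2 replicates 1, 2 and 6. It was 24 without the arrays whose sex-linked genes go against the label and 27 without those with raised olfactory bulb markers, both also below 95. The splits were not repeated without these arrays, so for this comparison the argument against chance holds for the full set of arrays. For Hdac4HET against WT the count was 73, 76 and 78 without Hdac4HET replicates 1, 5 and 7. It fell below 35, to 6 without the arrays whose sex-linked genes go against the label and to 4 without those with raised olfactory bulb markers. The splits were not repeated without these arrays either, so here too the argument against chance holds for the full set of arrays.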

How the results depend on the processing

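The settings without the arrays with raised olfactory bulb markers, without the arrays whose sex-linked genes go against the label, and of the methods' t-test with 30% lower read as below 0.7 were chosen after seeing the data. In R6/2 against WT, the 2737 changed probe sets became 17496 with no fold threshold, and the other settings gave 1992 to 2772. In Dble::R6/2 against Hdac4HET, 3196 became 16562 with no fold threshold and 2061 with 30% lower read as below 0.7. In Hdac4HET against WT, 131 became 77 among probe sets above the median level, 26 with only the genotypes compared (25 of them among the 131), 10 by the methods' t-test, 9 by it with 30% lower as below 0.7, 6 without the arrays of doubted sex, 4 without those with raised olfactory bulb markers and 643 with no fold threshold. In Dble::R6/2 against R6/2, 121 became 62 with only the genotypes compared (59 of them among the 121), 15 by the methods' t-test, 7 by it with 30% lower as below 0.7, 37 with 30% lower as below 0.7 alone, 24 without the arrays of doubted sex, 27 without those with raised olfactory bulb markers and 895 with no fold threshold. The interaction of R6/2 and Hdac4HET went from 113 to 283 with array quality weights, 3 without the arrays of doubted sex, 1 without those with raised olfactory bulb markers and 436 with no fold threshold. The arrays with raised olfactory bulb markers were picked in part by markers from the Hdac4HET calls, and without them 3 Hdac4HET arrays are left, so the 4 and the 1 say nothing on whether those calls hold. With the replicate number as a replicate block, Dble::R6/2 against R6/2 gave 20 changed probe sets (all among the 121), and the interaction 78, R6/2 against WT 2736, Hdac4HET against WT 130 and Dble::R6/2 against Hdac4HET 3083. The numbers do not pair the mice: same-numbered arrays of different genotypes had a mean correlation of deviations of 0.01 over 54 pairs (−0.27 to 0.22), and 3 of 37 arrays correlated best with their own number.

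When each array was left out in turn, R6/2 against WT gave 2648 to 2909 changed probe sets and Dble::R6/2 against Hdac4HET 3010 to 3449. Hdac4HET against WT gave 73 to 192, with 73, 76 and 78 without Hdac4HET replicates 1, 5 and 7. Dble::R6/2 against R6/2 gave 31 to 218. It was 76, 31, 202, 61 and 53 without R6/2 replicates 2, 3, 4, 5 and 9, and 197, 218, 51, 75, 186, 62, 32 and 48 without Dble::R6/2 replicates 1, 2, 4, 5, 6, 8, 9 and 10. The interaction gave 35 to 262. It was 63, 53, 61 and 262 without WT replicates 1, 3, 5 and 7, 65, 237, 188, 35, 75 and 62 without Hdac4HET replicates 1, 2, 3, 5, 6 and 7, 61, 57 and 215 without R6/2 replicates 1, 3 and 4, and 60, 73, 239 and 63 without Dble::R6/2 replicates 3, 4, 6 and 9. The cause of these moves was not tested, apart from the fold settings, the selection by level and the smaller groups, which change the counts by construction.

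By camera, 20 of 30 gene lists differed in R6/2 against WT and 9 with an estimated correlation. In Dble::R6/2 against R6/2, 1 list differed, and 2 with only the genotypes compared, 2 with sex as a covariate, 3 with the mean of all probe sets of a gene, 0 with an estimated correlation, 2 by the methods' t-test and 2 with array quality weights. Calls were denser near Hdac4 in Hdac4HET against WT within 10 Mb (Fisher's exact test, p = 0.0451), with p = 0.395 within 5 Mb and p = 0.17 within 20 Mb. Of 254 probe sets within 10 Mb, 1 was called in Dble::R6/2 against R6/2 (p = 0.461), with p = 1 within 5 Mb and p = 0.0987 within 20 Mb. The share of the R6/2 change retained on the Hdac4HET background lay between 90.1% and 101.7% over the settings, and between 91.4% and 97.5% with 1 array left out. The correlation of the Hdac4HET change with the Dble::R6/2 change lay between −0.0561 and 0.0199. Among the values of single genes and single lists, 5597 kept their side of the threshold, and 137 lost and 23 gained the threshold. The 5597 may include changes of sign of values past the threshold in neither setting. A change of sign was counted for 1 value, Armc9 in Dble::R6/2 against Hdac4HET. It was 0.58 on its brightest probe set and −0.07 as the mean of all its probe sets. Single genes were not compared in this way without the arrays with raised olfactory bulb markers. Probe sets at a low level, close to the background of an array, limit what can be said of small changes.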

Differences from the paper's values

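In this part, the methods' t-test combined with 30% lower read as below 0.7 was chosen after seeing the data, and the other settings were set before the data were examined. The counts of Figure 4A are at the thresholds used here, with arrays left out that the paper's text does not name, and the legend calls them genes where probe sets are counted here. The direction of the paper's comparison of R6/2 with Dble::R6/2 was taken as Dble::R6/2 relative to R6/2, since Figure 4A gives Hdac4 as lower in this comparison at 15 wk. The title of its column could be read the other way, and the lower and higher counts set side by side below for this comparison rest on the reading taken.

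In R6/2 against WT, the paper's count of lower probe sets is about 670 (Fig. 4A, read by eye) and the count here is 1363. It was 660 with 30% lower read as below 0.7, a setting within the paper's value, and 649 by the methods' t-test with the same reading, while the other 9 settings and all 37 left-out arrays kept the difference. In Hdac4HET against WT, the paper's counts are about 32 changed, about 2 lower and about 30 higher (Fig. 4A, read by eye), and the counts here are 131, 7 and 124. With only the genotypes compared there were 26 changed and 22 higher probe sets, and by the methods' t-test 2 lower ones, and no other setting set before the data were examined came within the paper's values. In Dble::R6/2 against R6/2, the paper's counts are about 20 changed, about 14 lower and about 6 higher (Fig. 4A, read by eye), and the counts here are 121, 111 and 10. The methods' t-test gave 15 changed and 12 lower and the replicate number as a block 20 changed and 17 lower, both within the paper's values. The higher count was 6 with only the genotypes compared and 6 without probe sets ending in _x_at or _s_at, and it came within the paper's value without 1 array in 17 of 37 cases.

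The paper states that the arrays did not represent Bdnf. Here 2 probe sets are annotated to Bdnf, and both were lower in R6/2 than in WT cortex at 9 wk, with a log2 change of −0.54 (standard error 0.09, adjusted p = 5.28e-06 from limma) on the brighter and −0.58 (standard error 0.1, adjusted p = 8.63e-06) on the other. The paper states that qPCR of Secis and Casc4 went opposite to the arrays. In Fig. 4B, Secis is lower and Casc4 higher in Dble::R6/2 than in R6/2 cortex. Here Secis (Secisbp2l) was lower in Dble::R6/2 on 1 of 2 probe sets, at −0.53, the direction of the qPCR, with −0.19 on the brighter one (standard error 0.06, adjusted p = 0.0672). Casc4 (Golm2) was lower on 1 of 2, at −0.64, the opposite of the qPCR, with −0.02 on the brighter one (standard error 0.05, adjusted p = 0.891), which shows no direction.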

Other observations

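In this part, Fisher's test of the arrays with low H2-D1, the count of correlated genes without the histocompatibility genes, the comparison of Enpp5 between them, and the values without the arrays whose sex-linked genes go against the label were chosen after the result was seen. Bdnf, the neurotrophin whose transcripts the paper measured by qPCR in older mice, differed little between Dble::R6/2 and R6/2 cortex at 9 wk on the arrays, with log2 changes of −0.03 and 0.05 on its 2 probe sets (standard errors 0.09 and 0.1, adjusted p = 0.917 and 0.867 from limma). Between Hdac4HET and WT cortex, Bdnf was at −0.04 and −0.06 (adjusted p = 0.874 and 0.798). Of 11 histone deacetylase genes, none passed both thresholds in R6/2 against WT cortex (mean 0.02, median −0.02, adjusted p = 0.818 from camera), with Hdac2 at 0.27 (standard error 0.03) and Hdac11 at −0.31 (standard error 0.05) the members with the lowest p, and Hdac4 was the 1 member lower in both comparisons of reduced Hdac4. Htt was at 0.09 in R6/2 against WT cortex (standard error 0.03, adjusted p = 0.036), under 1.3-fold (adjusted p = 0.475 from camera). Of 5 measured reference genes of the Taqman assays, none passed both thresholds (mean 0.05, adjusted p = 0.17 from camera), with Eif4a2 at 0.14 (standard error 0.02). Of 76 measured genes next to Hdac4, 2 were higher and 5 lower in R6/2 against WT cortex (mean −0.02, median 0.01, adjusted p = 0.889), and the list of 4 measured sex-linked genes had an adjusted p = 0.949.

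Abi3bp was the 1 gene of the largest R6/2 falls that was also higher in both comparisons of reduced Hdac4. Its log2 level was 7.2 ± 0.3 (SD, n = 9) in WT, 8.01 ± 0.3 (n = 9) in Hdac4HET, 5.59 ± 0.38 (n = 9) in R6/2 and 6.16 ± 0.31 (n = 10) in Dble::R6/2 cortex. The changes in Hdac4HET against WT and in Dble::R6/2 against R6/2 had a correlation of −0.0451 across all probe sets (Spearman −0.104), and 74 of 100 relabellings of the arrays gave a correlation as far from 0. Genes are not independent replicates. The R6/2 change did not differ between females and males for any probe set by limma's test of the interaction (1780 probe sets at an unadjusted p under 0.05), nor without the arrays whose sex-linked genes go against the label (2017 at an unadjusted p under 0.05).

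H2-D1, a histocompatibility gene on chromosome 17 that was picked after its values were seen, was on 1 probe set low on 9 of 37 arrays, at 7.24 or less against 8.73 or more on the others. A hypothesis is that a haplotype of this region segregates among the mice, whose background is mixed. Of the 20 probe sets most correlated with it across the arrays, taken as deviations from the genotype mean, 15 are of genes within 10 Mb of it, 16 are on chromosome 17 and 4 have no position here. These 15 include 4 other probe sets of H2-D1, which would follow it without a haplotype, 2 of H2-K1 and 4 of Glo1, and stand for 7 genes besides H2-D1. With the histocompatibility genes left out and each gene counted once, 13 of the 20 most correlated genes with a position lie within 10 Mb, where 1.77% of all such genes do, and this is consistent with the hypothesis. The low arrays were 3 WT, 1 Hdac4HET, 5 R6/2 and 0 Dble::R6/2 arrays (Fisher's exact test of R6/2 against Dble::R6/2, two-sided, p = 0.0108). The same probe set was already called higher in Dble::R6/2 than in R6/2 cortex. This p therefore restates that call and is no further evidence for a haplotype. Of the 20 probe sets, Enpp5 (r = 0.91), Mmut (r = −0.9) and a probe set without a gene symbol (r = 0.95) differed between Dble::R6/2 and R6/2 cortex, and in R6/2 mice Enpp5 lay at 9.94 to 10.32 on the 5 arrays with low H2-D1 and at 10.42 to 11.16 on the other 4, against 10.76 to 11.13 on all 10 Dble::R6/2 arrays, so part of these differences may follow the haplotype.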
